# In vivo protein turnover rates in varying oxygen tensions nominate MYBBP1A as a mediator of the hyperoxia response

**DOI:** 10.1126/sciadv.adj4884

**Published:** 2023-12-08

**Authors:** Xuewen Chen, Augustinus G. Haribowo, Alan H. Baik, Andrea Fossati, Erica Stevenson, Yiwen R. Chen, Nabora S. Reyes, Tien Peng, Michael A. Matthay, Michela Traglia, Alexander R. Pico, Daniel F. Jarosz, Abigail Buchwalter, Sina Ghaemmaghami, Danielle L. Swaney, Isha H. Jain

## Abstract

Oxygen deprivation and excess are both toxic. Thus, the body’s ability to adapt to varying oxygen tensions is critical for survival. While the hypoxia transcriptional response has been well studied, the post-translational effects of oxygen have been underexplored. In this study, we systematically investigate protein turnover rates in mouse heart, lung, and brain under different inhaled oxygen tensions. We find that the lung proteome is the most responsive to varying oxygen tensions. In particular, several extracellular matrix (ECM) proteins are stabilized in the lung under both hypoxia and hyperoxia. Furthermore, we show that complex 1 of the electron transport chain is destabilized in hyperoxia, in accordance with the exacerbation of associated disease models by hyperoxia and rescue by hypoxia. Moreover, we nominate MYBBP1A as a hyperoxia transcriptional regulator, particularly in the context of rRNA homeostasis. Overall, our study highlights the importance of varying oxygen tensions on protein turnover rates and identifies tissue-specific mediators of oxygen-dependent responses.

## INTRODUCTION

Oxygen deprivation underlies countless pathological conditions including ischemic heart disease, hypoxic lung disease (e.g., emphysema), and stroke (*1*–*3*). Oxygen excess is also pathological in the context of hyperoxic lung injury, retinopathy of prematurity, and mitochondrial disorders (*4*–*7*). Variations in tissue oxygen levels trigger a multitude of adaptive and maladaptive signaling cascades. Most prior research in this space has focused on transcriptional responses mediated by the hypoxia-inducible factors (HIFs) (*3*, *8*, *9*). However, it is becoming increasingly clear that post-translational effects are also key regulators of the hypoxia response (*10*–*12*).

There are several known hypoxia adaptations that involve modulating protein turnover rates. Recently, researchers discovered an oxygen-sensing mechanism regulated by cysteamine dioxygenase (ADO) that is conserved from plants to mammals (*11*, *13*, *14*). In normoxic conditions, oxygen-dependent ADO modifies the N-terminal cysteines of target proteins, resulting in degradation via the N-end rule. In hypoxia, this reaction is inhibited, thereby stabilizing targets (*11*). Furthermore, hypoxia inhibits mammalian target of rapamycin (mTOR) signaling and activates the unfolded protein response (UPR) (*15*, *16*). These pathways decrease overall protein turnover rates in extreme hypoxia to conserve adenosine 5′-triphosphate (ATP) and alleviate endoplasmic reticulum stress (*16*).

On the other hand, oxygen-dependent changes in protein turnover can also be maladaptive. For example, we recently found that specific iron-sulfur (Fe-S)–containing protein complexes are destabilized and degraded in hyperoxia, leading to downstream biochemical defects (*17*). In particular, a substructure of electron transport chain (ETC) complex 1 (the matrix-facing arm that includes the N and Q modules) contains eight Fe-S clusters and is destabilized in hyperoxia. The resulting ETC dysfunction causes progressive hyperoxia, ultimately damaging additional Fe-S–containing proteins. Thus, the ETC is the “weakest link” in hyperoxia and is a primary cause of pathophysiology (*17*). In addition, post-translational disulfide bond formation is oxygen-dependent. Extreme hypoxia inhibits this reaction, causing protein misfolding and degradation (*18*).

Thus, there are clues in the literature that variations in oxygen levels can affect protein turnover rates in a manner that is adaptive or maladaptive. However, we lack a comprehensive investigation of protein turnover rates as a function of oxygen in vivo. More generally, most in vivo protein turnover studies have focused on baseline conditions rather than physiological responses to stress. It is also unknown how different organs cope with proteotoxic stress in hypoxia or hyperoxia. Lastly, while HIF is a well-studied transcriptional regulator of the hypoxia response, it is unclear whether there are analogous mediators of the hyperoxia response.

We set out to answer these questions using organism-level stable isotope-labeling proteomics (*19*). We focus on the lung, heart, and brain because these organs are particularly sensitive to pathologic conditions related to tissue hypoxia or hyperoxia. Our study highlights the tissue-specific responses to varying oxygen tensions and nominates MYB-binding protein 1a (MYBBP1A) as a transcriptional regulator of hyperoxia response. These findings are of particular relevance to states of pulmonary oxygen toxicity, including bronchopulmonary dysplasia in neonates and hyperoxic lung injury in adults.

## RESULTS

### Protein half-lives are determined by tissue-specific and protein-intrinsic features in normoxia

To systematically study protein turnover rates in different oxygen tensions, we conducted stable isotope labeling of amino acids in mice (SILAM) (Fig. 1A). This approach relies on the assumption that the proteome is at steady state throughout the experiment. Thus, we first exposed wild-type mice to three different fractions of inspired oxygen (F_i_O_2_) for 1 week: chronic hypoxia (8% F_i_O_2_), normoxia (21% F_i_O_2_), or hyperoxia (60% F_i_O_2_). Throughout this pretreatment period, we placed mice on a control algae diet containing the standard ^14^N isotope. After 1 week, we switched the mice in different oxygen tensions to a ^15^N-containing algae diet and collected all major organs after 1, 2, 4, 8, 16, and 32 days. Tissue lysates were analyzed by data-independent acquisition (DIA) proteomics (*20*) to quantify the incorporation of labeled amino acids into the proteome of the lung, heart, and brain.

**Fig. 1.**
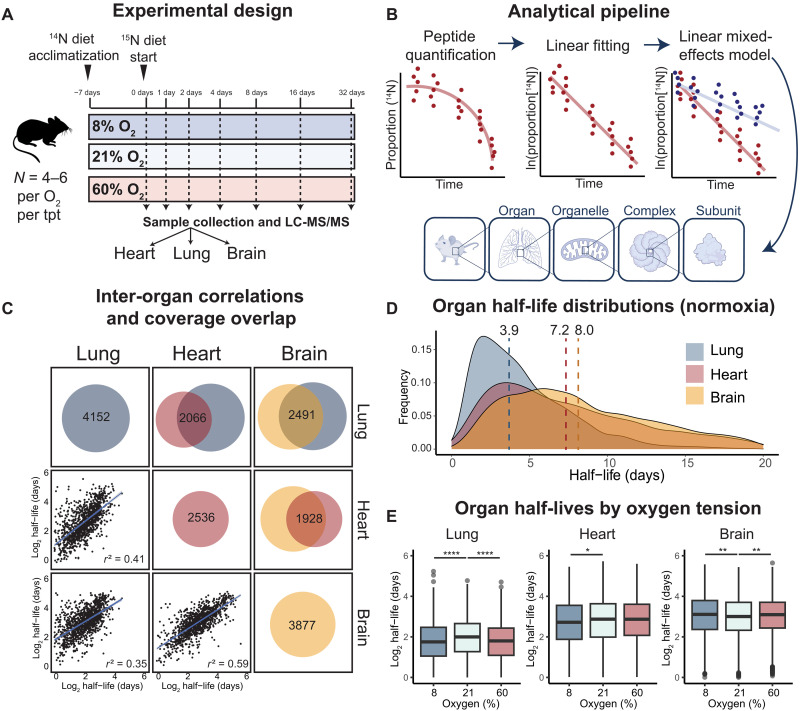
Pulsed SILAM reveals variations of protein half-lives across organs. (**A**) Schematic of the pulsed SILAM study design. Mice were acclimatized with the ^14^N algae diet in respective oxygen tensions for 7 days before the start of the experiment. At day 0, all mice were switched to the ^15^N-labeled algae diet to label all the newly synthesized proteins. Tissues were harvested at different time points following the start of the labeling. Lung, heart, and brain samples were analyzed using LC/MS-MS. (**B**) Data analysis schematics. The fraction of peptides made of ^14^N amino acids only was quantified and normalized at each time point to the values of 10 long-lived proteins (*22*). Following normalization, ^14^N fractions were fitted by linear mixed-effects models to estimate protein degradation rates for each protein in a given condition. To compare degradation rates between oxygen tensions, a linear mixed-effects model was applied where oxygen and time were set as fixed effects and peptides were random variables. (**C**) Study coverage, inter-organ overlap, and correlations. The circles represent the number of proteins in normoxia (21% O_2_) whose degradation rates were estimated in the study. The Venn diagrams represent the overlap of proteins measured in the study across organs. The scatterplots show the correlations of protein half-lives across organs, and the coefficients of determination (*r*^2^) are shown in the figures. (**D**) Density plots of protein half-lives and median half-lives in lung (3.9 days), heart (7.3 days), and brain (8.0 days) in normoxia across the three organs. (**E**) Protein half-lives across oxygen tensions. Statistical analysis was performed using the Kolmogorov-Smirnov test. *P < 0.05, **P < 0.01, and ****P < 0.0001.

As previously shown, the incorporation of ^15^N into the proteome over time leads to broad MS1 spectra (*21*), which poses a challenge for accurate modeling and quantification of peptide turnover rates. Instead, it has been shown that protein turnover rates can be calculated by quantifying the decay of ^14^N peptides (due to ^15^N incorporation) (*19*). Therefore, to estimate protein degradation rates, we first quantified the decay of the ^14^N fraction over time. We then normalized the peptide abundance to that of 10 long-lived housekeeping proteins (table S1) that have previously been reported to have half-lives of greater than 2 months in mouse heart (Fig. 1B and fig. S1A) (*22*). We fitted these normalized data to a first-order kinetic model to estimate the protein degradation rate (*K*_d_) and applied a linear mixed-effects model to compare turnover rates across oxygen tensions (Fig. 1B and fig. S1A).

This allowed for the estimation of protein degradation rates and half-lives for 4152, 2536, and 3877 proteins in lung, heart, and brain, respectively (Fig. 1C, fig. S1B, and table S2). For greater than 50% of these proteins, the half-life was calculated using at least three detected peptides (fig. S1C). We observed a strong correlation of half-lives across biological replicates in each organ (Pearson correlation coefficient *r*: median = 0.95; range = 0.73 to 0.99), demonstrating the reproducibility of the dataset (fig. S1D).

We first examined normoxic tissues and observed marked differences in the distribution of protein half-lives across organs. The median half-life was 7.2 days in the heart, 8.0 days in the brain, and 3.9 days in the lung (Fig. 1D and fig. S1B). This may reflect more direct exposure of lung to the atmosphere. In addition, the lung has several cell types (e.g., epithelial cells, endothelial cells, etc.) that show greater overall turnover rates compared to terminally differentiated cell types in other organs (e.g., neurons and cardiomyocytes) (*23*–*25*).

Regardless of the overall distribution of protein half-lives, it is possible that the relative half-lives within the proteome are dictated at least partially by protein-intrinsic features. In line with this, we observed positive correlations of protein half-lives between normoxic brain, heart, and lung (*r*^2^ range: 0.35 to 0.59) (Fig. 1C), consistent with previous findings in primary cells and tissues (*21*, *26*). We further examined the intrinsic biophysical features of proteins, including peptide length, hydrophobicity, intrinsic disordered fraction, and charge patterns. We found that a larger intrinsic disordered fraction, less hydrophobicity, and larger fractions of negatively charged amino acids are associated with faster turnover rates in all three tissues (fig. S2A). Together, our data indicate that protein half-lives are dependent on intrinsic biophysical features of proteins but vary across organs.

### Tissue-specific features are the main determinant of protein half-lives in hypoxia and hyperoxia

We next determined how variations in oxygen tension affect protein turnover rates across the three organs. We observed only modest changes in protein half-lives at the global level (Fig. 1E). Instead, most changes occurred in specific proteins. The lung had the greatest number of significantly affected proteins [fold changes > 1.3, false discovery rate (FDR) < 0.05]: 12.7% for hypoxia and 9.7% for hyperoxia (Fig. 2A). On the other hand, in the heart and brain, less than 4% of the proteins we monitored had significantly different turnover rates in hyperoxia or hypoxia (Fig. 2A).

**Fig. 2.**
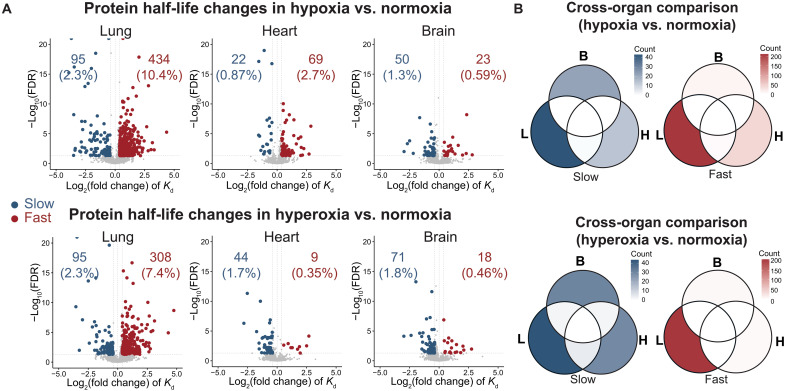
Protein turnover rates have different sensitivities to varying oxygen tensions in different organs. (**A**) Volcano plots of log_2_(fold changes) and −log_10_(FDR) of turnover rates (*K*_d_) for each protein calculated using a linear mixed-effects model. Oxygen and time were set as the fixed variables, and peptides were set as the random variables. Proteins with fold changes >1.3 and FDR < 0.05 are highlighted in blue (for proteins with slower turnover) or red (for faster turnover). Statistical analysis was performed using the linear mixed-effects model with Benjamini-Hochberg correction. (**B**) Venn diagrams of significantly changed proteins (fold change >1.3, FDR < 0.05). Proteins detected in all three organs were compared. The color gradients indicate the number of proteins that were significantly changed in lung (L), heart (H), or/and brain (B).

There are two possible explanations for the marked effects on lung protein turnover rates: (i) The lung is directly exposed to environmental oxygen, so the local tissue partial pressure of oxygen (PO_2_) is most sensitive to changes in inhaled oxygen level, while for other tissues, oxygen levels are buffered by hemoglobin and partially normalized by physiological adaptations such as changes in hematocrit and vascular density; (ii) the overall cellular turnover rates in the lung may intrinsically be greater, requiring increased protein turnover (*27*). We observed minimal overlap between the significantly changed proteins across the three organs (Fig. 2B). In addition, we assessed the effects of protein-intrinsic properties. We found that the biophysical properties were not strong predictors of oxygen-dependent changes in protein turnover (fig. S2B). These results indicate that oxygen-dependent changes in protein turnover are highly variable across organs and are likely linked to tissue-specific physiological responses to hypoxia or hyperoxia.

### ECM proteins exhibit oxygen-dependent turnover rates in lung

We performed pathway enrichment analysis for proteins showing significant changes in turnover rates. In the lung, we found that proteins with slower turnover rates were enriched for extracellular matrix (ECM) remodeling pathways in both hypoxia and hyperoxia, including ECM-receptor interaction and collagen formation (Fig. 3A and table S3). In particular, collagen proteins (COL1A1, COL1A2, and COL6A1) and laminin proteins (LAMC2 and LAMB2) exhibit slower turnover rates in both hypoxia and hyperoxia than in normoxia (Fig. 3, B, C, and D, and table S3). Collagen and laminin are both critical components of the ECM, and have important roles in maintaining tissue integrity, providing structural support, and regulating cell behavior (*28*). There are different types of collagen and laminin proteins, with unique structural properties and functions. Of note, some laminin proteins, such as laminin subunit alpha 5 (LAMA5), showed higher turnover rates in hypoxia and hyperoxia than in normoxia (Fig. 3, B and C, and table S2), suggesting that different laminin subunits are regulated differently in response to oxygen changes. Our data reveal that these proteins are likely to be regulated post-translationally in varying oxygen tensions, potentially contributing to lung ECM remodeling. Notably, collagen is known to undergo oxygen-dependent prolyl hydroxylation, which affects protein stability (*29*).

**Fig. 3.**
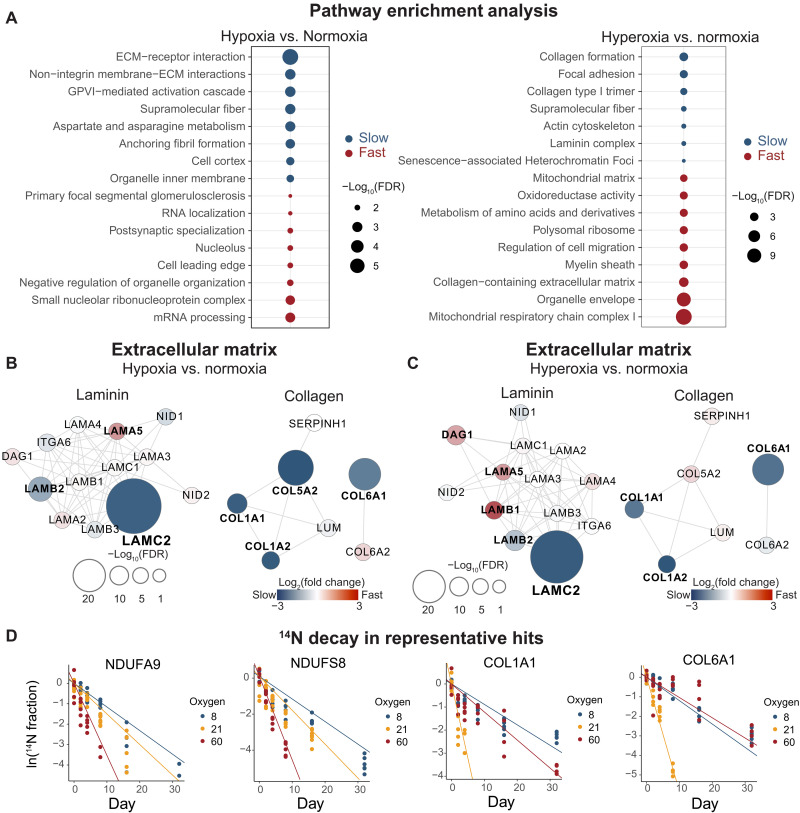
Extracellular matrix proteins exhibit oxygen-dependent turnover rates in lung tissue. (**A**) Enrichment analysis for proteins with significant changes in protein degradation rates (FDR < 0.05, fold change >1.3) in lung tissues using the STRING functional analysis method. The size of the dots represents −log_10_(FDR) for each term. (**B** and **C**) Protein-protein physical interaction network of extracellular matrix proteins in lung constructed using the STRING network function in Cytoscape (confidence score cutoff at 0.70). The plots show the laminin and collagen proteins and their first-degree neighbors in the network. Each node represents a protein that is measured in the lung, and edges represent the physical interactions. The color represents the fold change in protein degradation rates, and the size represents the significance level determined using the linear mixed-effects model. The proteins with FDR < 0.05 are bolded. (**D**) Representative scatterplots of ^14^N protein decay over time in the three oxygen tensions. Each dot represents the average abundance of all peptides in each subject. The fitted lines were calculated using the linear mixed-effects model, where the absolute numbers of the slopes correspond to the degradation rates.

Our data revealed distinct changes in protein dynamics in the heart and brain (fig. S3). In the heart, we observed increased degradation rates of proteins involved in ubiquinone (coenzyme Q) synthesis in hypoxia (fig. S3A, including COQ3 and COQ9; and table S3). In the brain, we found that proteins involved in receptor-mediated endocytosis, such as EFNB1 and EFNB2, a cell surface transmembrane ligand for Eph receptors, were stabilized under hyperoxic conditions (fig. S3D and table S3). Overall, our study provides insights into the tissue-specific responses to changes in oxygen that will serve as a broadly useful resource for the field.

### Oxygen-dependent effects on protein turnover rates vary across protein complex subunits

In our previous work, we found that hyperoxia destabilizes specific protein complexes containing Fe-S clusters (*17*). For example, the entire matrix-facing arm of mitochondrial ETC complex 1 was depleted in hyperoxia, suggesting complex-level effects, not just subunit-level changes (*17*). To determine whether this occurs more broadly, we searched all mammalian protein complexes using the CORUM database (*30*). This analysis confirmed that most ETC complex 1 subunits had shorter half-lives in hyperoxia in the lung (Figs. 3D and 4, B and C, and table S4). Among the 17 complex 1 subunits measured in this study, 11 subunits exhibited faster turnover rates in hyperoxia (2.1- to 3.7-fold) (Fig. 4, B and C). This was less evident in the brain and heart (table S2), likely because the inhaled hyperoxia is buffered by hemoglobin. Of note, tissue hyperoxia can also result from biochemical ETC deficiency [e.g., genetic mitochondrial disease (*4*)]. In this case, internal organs such as brain and heart will likely show more marked hyperoxia-dependent effects. A previous study demonstrated that subunits in the matrix-facing N-module of complex 1 are degraded at faster rates because of oxidative damage (*31*, *32*). In line with this, we found that the matrix-facing modules had significantly faster turnover rates than the membrane-bound module (fig. S4).

**Fig. 4.**
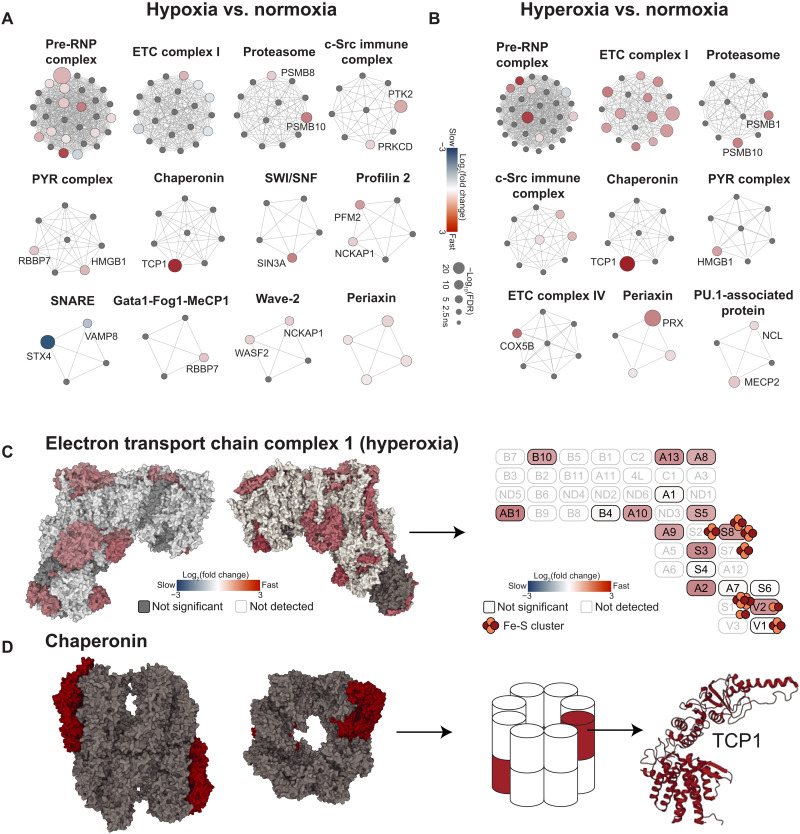
Effects of oxygen on protein complex turnover rates in lung tissue. (**A** and **B**) Network representation of protein complexes generated using Cytoscape. The protein complexes were retrieved from the CORUM database. Protein complexes with four or more subunits measured in the study are shown. The color gradient represents the differential protein degradation rates between oxygen tensions. Statistical analysis was performed using the linear mixed-effects model with Benjamini-Hochberg correction. Proteins with FDR < 0.05 are highlighted in blue (for proteins with slower turnover) or red (for faster turnover). The sizes of the nodes indicate the significance level. The edges represent the physical interactions among subunits in a protein complex. (**C**) Crystal structure and schematic of ETC complex 1 (*79*, *80*). The color gradient represents the fold changes of protein turnover rates in hyperoxia versus normoxia for the proteins that were significantly changed (FDR < 0.05) in their turnover rates. Oxygen labile Fe-S clusters are shown. (**D**) Crystal structure and schematic of chaperonin (*79*, *81*). TCP1, which had faster turnover rates in hypoxia and hyperoxia than in normoxia, is highlighted in red. Statistical analysis for all panels was performed using the linear mixed-effects model with Benjamini-Hochberg correction.

In contrast, in many other protein complexes, only one or two subunits are sensitive to varying oxygen levels (Fig. 4, A and B, and table S4). For example, the chaperonin complex contains eight subunits, but only t-complex 1 (TCP1) has faster turnover rates in both hypoxia and hyperoxia (Fig. 4D). This may be due to subunit-specific susceptibility to oxidation or protein-protein interactions. In the case of chaperonin, TCP1 is known to interact with von Hippel-Lindau tumor suppressor (VHL), an E3 ligase, to facilitate its folding (*33*). It is possible that there is increased oxygen-dependent interaction between TCP1 and VHL, resulting in increased ubiquitination and proteasomal degradation of TCP1. Alternatively, it is possible that the protein stability of specific proteins is affected before incorporation into the larger protein complex. In summary, oxygen-dependent changes in turnover rate do not always correlate across all proteins of a given complex.

### Hyperoxia-induced protein destabilization may exacerbate monogenic disorders

We previously reported that hyperoxia can worsen the disease progression of a mouse model of mitochondrial disease caused by genetic ETC defects, leading to respiratory failure and premature death (*4*, *34*). Moreover, hypoxia rescues disease and significantly improves survival, likely by acting on a fragile complex 1. In this study, we identified 434 proteins that were destabilized in hyperoxic lung. To investigate which other monogenic disorders may be exacerbated by hyperoxia, we crossed this list with the Online Mendelian Inheritance in Man (OMIM) database, a compendium of human monogenic disorders. Consistent with our previous findings, we identified many mitochondrial disease genes as hits (Table 1). In addition, we identified multiple disease genes that cause glycogen storage disease, spastic paraplegia, and Charcot-Marie-Tooth disease (Table 1). Patients with these conditions may be more sensitive to the use of supplemental oxygen and amenable to rescue by hypoxia exposure. Future work is needed to investigate the clinical and preclinical significance of these findings.

**Table 1.** Monogenic diseases that may be exacerbated by hyperoxia. Significantly destabilized proteins in hyperoxic lung with known monogenic disorders and phenotype MIM numbers.

Gene symbol	Gene name	Phenotypes and MIM numbers
GYG1	Glycogenin 1	Glycogen storage disease XV, 613507 (3), autosomal recessive; polyglucosan body myopathy 2, 616199 (3), autosomal recessive
GYS1	Glycogen synthase	Glycogen storage disease 0, muscle, 611556 (3), autosomal recessive
NDUFB10	NADH-ubiquinone oxidoreductase subunit B10	Mitochondrial complex I deficiency, nuclear type 35, 619003 (3), autosomal recessive
NDUFA13	NADH-ubiquinone oxidoreductase subunit A13	Mitochondrial complex I deficiency, nuclear type 28, 618249 (3), autosomal recessive
NDUFA2	NADH-ubiquinone oxidoreductase subunit A2	Mitochondrial complex I deficiency, nuclear type 13, 618235 (3), autosomal recessive
NDUFS8	NADH-ubiquinone oxidoreductase core subunit S8	Mitochondrial complex I deficiency, nuclear type 2, 618222 (3), autosomal recessive
NDUFA10	NADH-ubiquinone oxidoreductase subunit A10	Mitochondrial complex I deficiency, nuclear type 22, 618243 (3), autosomal recessive
NDUFA9	NADH-ubiquinone oxidoreductase subunit A9	Mitochondrial complex I deficiency, nuclear type 26, 618247 (3), autosomal recessive
NDUFA8	NADH-ubiquinone oxidoreductase subunit A8	Mitochondrial complex I deficiency, nuclear type 37, 619272 (3), autosomal recessive
NDUFV2	NADH-ubiquinone oxidoreductase core subunit V2	Mitochondrial complex I deficiency, nuclear type 7, 618229 (3), autosomal recessive
NDUFS3	NADH-ubiquinone oxidoreductase core subunit S3	Mitochondrial complex I deficiency, nuclear type 8, 618230 (3), autosomal recessive
B4GALNT1	β-1,4-N-acetylgalactosaminyltransferase 1	Spastic paraplegia 26, autosomal recessive, 609195 (3), autosomal recessive
CAPN1	Calpain, large polypeptide L1	Spastic paraplegia 76, autosomal recessive, 616907 (3), autosomal recessive
MTMR2	Myotubularin-related protein 2	Charcot-Marie-Tooth disease, type 4B1, 601382 (3), autosomal recessive
PRX	Periaxin	Charcot-Marie-Tooth disease, type 4F, 614895 (3), autosomal recessive; Dejerine-Sottas disease, 145900 (3), autosomal recessive, autosomal dominant

### Transcription cofactor MYBBP1A is stabilized in hyperoxic lung tissue

Hypoxia is known to stabilize HIF1α and HIF2α, which are critical transcription factors that drive hypoxia adaptations. We wondered whether there are specific transcriptional regulators that are similarly stabilized in hyperoxia, and may serve as mediators of a hyperoxia response. We searched for all transcription factors and cofactors in our dataset using the Animal TFDB 3.0 database (*35*). We found three such proteins with decreased turnover, indicating increased stability in lung tissue from hyperoxic mice: NOTCH2, MYBBP1A, and SND1 (Fig. 5, A and B, and fig. S5A). To investigate whether these transcription factors accumulate in hyperoxia, we reanalyzed an abundance proteomics dataset in lung homogenate from wild-type mice that were exposed to 21% O_2_ or 80% O_2_ for 5 days from our previous study (*17*). We also included samples from mice that were exposed to hyperoxia for 5 days and returned to normoxia for 1 or 5 days. We found that MYBBP1A protein levels in the lung progressively increased over the 5 days of exposure to hyperoxia (Fig. 5C). We validated this finding by Western blot of whole-lung homogenate from these same samples (Fig. 5D). The protein level remained elevated 1 day after the mice were transferred from 80 to 21% O_2_, as expected, because the protein’s half-life is ~2 days in normoxia. However, it normalized after 5 days of recovery in normoxia (Fig. 5C). These results demonstrate that MYBBP1A is stabilized under hyperoxia in lung tissue, resulting in its progressive accumulation. Moreover, this stabilization is reversible when the mice are returned to normoxic conditions. Next, to interrogate whether MYBBP1A is up-regulated in different lung cell types (Fig. 5E), we isolated lung fibroblasts and alveolar type II (ATII) cells from mice exposed to 21 or 80% O_2_. We demonstrated that MYBBP1A level was elevated in both cell types (Fig. 5, F and G). The timing of up-regulation varied: ATII cells responded after 3 days of hyperoxia, whereas fibroblasts showed an increase after 5 days (Fig. 5, F and G). This suggests varying sensitivities to hyperoxia among cell types. Furthermore, primary lung fibroblasts and ATII cells isolated from human patients also displayed increased MYBBP1A expression after being cultured in hyperoxic conditions (Fig. 5, H and I), highlighting the clinical relevance and evolutionary conservation of this response. These features make MYBBP1A a strong candidate for a regulator of the hyperoxia response. Therefore, we next focused on MYBBP1A and its downstream consequences.

**Fig. 5.**
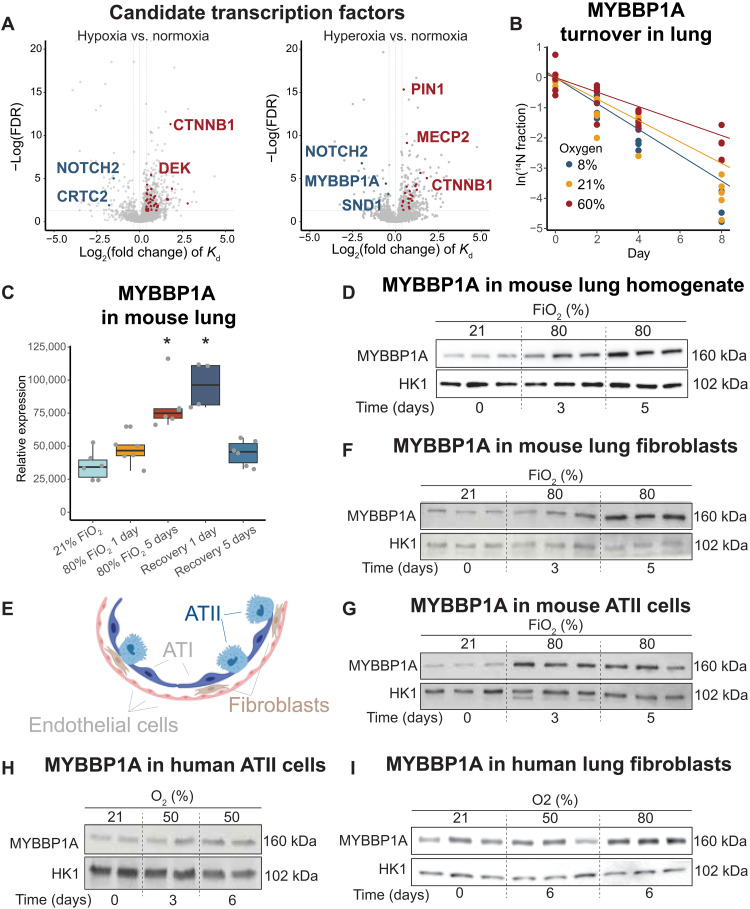
MYBBP1A is stabilized and accumulates in hyperoxic lung tissue. (**A**) Volcano plots of proteins with changes in protein turnover rates in the lung. Transcription factors and cofactors with significant changes are highlighted in blue (for proteins with slower turnover) or red (for faster turnover) in respective oxygen tensions. Statistical analysis was performed using the linear mixed-effects model with Benjamini-Hochberg correction. (**B**) ^14^N protein decay over time of MYBBP1A in lung tissues. Each dot represents the average abundance of all peptides in each subject. The corresponding fitted lines were calculated using the linear mixed-effects model, where the absolute numbers of the slopes correspond to the degradation rates. (**C**) Abundance proteomics data for MYBBP1A in mouse lung (*n* = 6 biological replicates per group) (*17*). Mice were exposed to 21 or 80% FiO_2_. For the recovery groups, mice were first exposed to 80% FiO_2_ for 5 days and brought back to 21% FiO_2_ for 1 or 5 days. Data were analyzed using unpaired *t* test following log transformation. *P value (with Benjamini-Hochberg correction) < 0.05. (**E**) Main cell types in lung tissues. Illustration made with Biorender. (**D**, **F**, and **G**) Western blots of MYBBP1A in mouse lung homogenates (D), isolated mouse lung fibroblasts (F), or mouse ATII cells (G) (*n* = 3 biological replicates per group). Mice were exposed to 21 or 80% FiO_2_ for up to 5 days. (**H** and **I**) Western blots of MYBBP1A in primary human ATII cells (H) and lung fibroblasts (I).

### MYBBP1A is associated with rRNA processing in hyperoxic lung tissue

MYBBP1A has been studied in several cancer cell lines and *Drosophila*, where it is reported to be localized in the nucleolus (*36*–*40*). It has been proposed to have two primary roles: (i) as a cofactor of multiple transcription factors and (ii) as a regulator of ribosomal RNA (rRNA) processing/transcription (*41*). In the former case, MYBBP1A translocates to the nucleoplasm under stress conditions, where it represses the activity of certain transcription factors (e.g., PGC1α and MYB) and activates that of others (e.g., p53) (*40*–*42*). In the latter case, it is proposed to affect rRNA levels in the nucleolus (*36*, *37*). To better understand MYBBP1A’s function in an unbiased manner, we searched for genes that are coessential with MYBBP1A using the DepMap Genetic Dependency database. This resource identifies essential genes across hundreds of cancer cell lines using genome-wide CRISPR knockout screens (*43*). Genes that are most coessential across these cell lines are likely to be functionally related. We found that MYBBP1A is coessential with many other players in the rRNA biogenesis pathway (including WDR18, PELP1, POP5, BOP1, and TSR1), supporting the findings from previous literature (Fig. 6B and table S5).

**Fig. 6.**
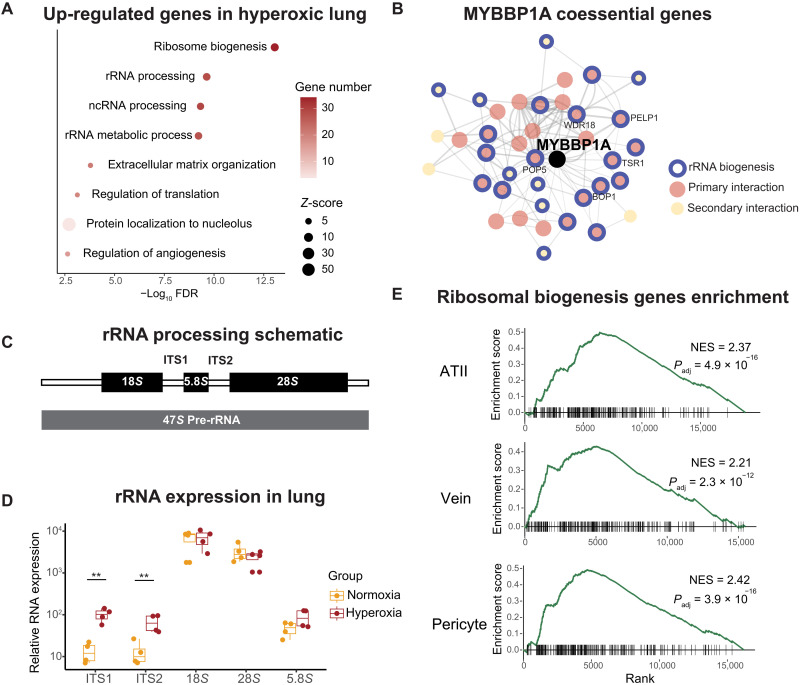
MYBBP1A up-regulation is associated with increased rRNA biogenesis in hyperoxia. (**A**) Top enriched pathways for up-regulated genes in hyperoxic lung [FDR < 0.05, log_2_ (fold change) > 1.5] using EnrichR. The color gradient represents the number of significantly up-regulated genes in each pathway. The Gene Ontology terms are ranked on the basis of the FDR values. (**B**) Coessentiality gene network of MYBBP1A in the DepMap database. The network was generated with the FIREWORKS web tool (*44*). Top 30 genes positively correlated with MYBBP1A are shown in red (primary), and the genes with the secondary interactions are shown in yellow. The thickness of the edges corresponds to Pearson correlations between two nodes (range = 0.21 to 0.65). Genes involved in rRNA biogenesis (GO:0042254) are circled with blue outlines. (**C**) Schematic of the rRNA precursor and mature ribosomal rRNA. (**D**) qRT-PCR of internal transcribed spacers (ITS1 and ITS2) of rRNA and mature rRNA, including 18*S*, 5.8*S*, and 28*S*. The RNA expression levels relative to *Hprt1* are shown. Each data point represents the average value of technical duplicates (*n* = 4 animals per group). Statistical analysis was performed using unpaired *t* test. **P < 0.01. (**E**) Genes in each cell type were ranked on the basis of the fold changes in the single-cell RNAseq data (*46*) (from the most up-regulated to the most down-regulated in hyperoxia). The genes involved in ribosome biogenesis (GO:0042254) were analyzed using the GSEA algorithm in each lung cell type. The cell types with the most significant enrichment are shown. NES, normalized enrichment score.

To identify the potential effects of MYBBP1A in hyperoxia, we performed unbiased transcriptomics (using 3′ untranslated region mRNA sequencing, Quant-seq) to compare gene expression in normoxic versus hyperoxic mouse lung, matched to our previous abundance proteomics dataset. 

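Quant-seq reads the 3′ end of polyadenylated transcripts, so that the count of a gene follows the number of its transcripts more than their length. Lung RNA from 7 mice kept at 21% oxygen (normoxia) and from 6 mice kept at 80% oxygen (hyperoxia) for 5 days was sequenced, with 1 library for each sample. The authors quantified the reads with kallisto in the BioJupies pipeline and deposited whole-number counts for 32544 gene symbols without normalization, together with the same counts as log10 of CPM plus 1. The paper's text does not name the genome build or the annotation behind the symbols. The total count was between 1607111 and 3387736 per normoxic library, with a median of 2968462, and between 2029006 and 4540288 per hyperoxic library, with a median of 3200650. Libraries of the same condition differed by more than the sampling noise in all 36 pairs, with a chi-square statistic per gene of at least 3.95.
Genes were tested on the counts with edgeR's quasi-likelihood test after TMM scaling, with all 13 libraries, no covariate and Benjamini-Hochberg adjustment. The filterByExpr filter of edgeR left 12496 genes, and 12826 of the gene symbols had no count in any library. The CPM values given for single genes are TMM-scaled, and the exact permutation tests are two-sided and cover all 1716 splits of the 13 libraries into 7 and 6, so that the smallest p they can give is 0.000583. The names of the libraries run from letter B to M for 5 normoxic and 3 hyperoxic libraries and from O to S for 2 normoxic and 3 hyperoxic libraries, and a fit with this letter set as a term was run beside the fit without it. Neither the paper nor the labels say whether these letter sets are batches. One library, hyperoxia replicate 1, which is 1 of the 3 hyperoxic libraries named B to M, stood apart from the others. Its correlations of log2 CPM with the other 12 libraries were between 0.721 and 0.833, whereas those among the other 12 were between 0.854 and 0.967, and it was kept in every group and left out only in a fit of its own.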

We found that genes that were up-regulated in lung tissue after exposure to 80% oxygen for 5 days were enriched in ribosome processing and rRNA biogenesis (Fig. 6A and tables S6 and S7). Moreover, we observed a moderate up-regulation of p53 targets in hyperoxia, including p21 (fig. S5B). Thus, it is possible that MYBBP1A up-regulation also promotes the p53-mediated transcriptional response. On the other hand, targets of MYB or PGC1⍺ were not significantly changed (fig. S5B). Therefore, we hypothesized that up-regulation of MYBBP1A in hyperoxia primarily affects rRNA processing in hyperoxia.

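Between hyperoxic and normoxic lung, 2819 of the 12496 genes tested differed at an adjusted p under 0.05 (edgeR quasi-likelihood test), of which 1473 were higher and 1346 lower in hyperoxia. Which direction held the majority depended on the scaling and on the model. The share of higher genes was 52.3% here and 53.3% with DESeq2, but 47.9% with limma-voom on the same TMM scaling. It was 42.7% with library size alone and 37.8% with limma on the deposited log CPM values. With the log2 fold change of 1.5 that the paper requires as well, 194 genes were higher and 294 lower, so that 39.8% of these genes were higher. This share depended on the scaling, the model and the filter. It was 31.2% with limma-voom and TMM, 33.4% with library size alone and 55.7% with at least 10 counts in every library. It was 28.1% with limma on the deposited log CPM values, which lowered the median log2 fold change of all genes from −0.03 to −0.16. In 1353 genes every hyperoxic library lay on the same side of every normoxic library, where chance gives 0.117% of genes.
Genes of ribosome biogenesis were followed with a list of 148 genes, of which 141 were tested. The Gene Ontology terms and EnrichR were not used here. The median log2 fold change of the list was 0.65 (SD between genes 0.49), and 133 of the 141 genes were above 0. At an adjusted p under 0.05, 70 genes were higher and 2 lower, and 80 were higher and 2 lower when adjusted over the list alone. As 32 genes of the list also stand in Table S7, which was drawn from these samples, the list is not independent of them, and without them the median was 0.49. The rise of the list had an adjusted p of 2.0e-17 with camera at a preset correlation between genes of 0.01, 5.4e-07 with fry and 0.00459 with camera at the correlation estimated from the data. The mean log2 CPM of the list was higher in 6 of 6 hyperoxic libraries than in any normoxic library (exact permutation test, p = 0.000583). Of all settings tried, limma on the deposited log CPM values moved the median most, to 0.48.
The largest change among the 5 genes of the list with the smallest adjusted p was that of Gnl3, a nucleolar GTP-binding protein, at 42.8 ± 11.2 CPM (SD, n = 7) in normoxia and 164 ± 48.2 CPM (SD, n = 6) in hyperoxia, a log2 fold change of 1.94 (standard error 0.22, edgeR adjusted p = 1.5e-05). Nop58, a core protein of the box C/D small nucleolar ribonucleoproteins, rose from 137 ± 20.5 to 408 ± 114 CPM, a log2 fold change of 1.57 (standard error 0.17, edgeR adjusted p = 1.2e-05). The log2 fold changes of Rpf2, Mak16 and Gtpbp4 were 1.41, 1.37 and 1.14. In each of the 5 genes the groups did not overlap. Nop58 and Gnl3 contain genes of small nucleolar RNAs on the same strand, Gnl3, Mak16 and Gtpbp4 overlap genes on the opposite strand, and the counting is not stated to use strand, so the counts of these 4 genes are uncertain to that extent.
At the thresholds of the paper, however, only 5 of the 141 genes of the list were among the 194 higher genes, against 189 of the other 12355 genes tested, an odds ratio of 2.37 (95% confidence interval 0.748 to 5.76, two-sided Fisher's exact test, p = 0.0687). The odds ratio was 7.69 when genes higher at an adjusted p under 0.05 alone were counted, with 70 genes of the list (Fisher's exact test, p = 9.7e-29), a setting chosen after the data were seen. From the terms enriched among the up-regulated genes in Fig. 6A, the paper concludes that genes of ribosome processing and rRNA biogenesis are enriched in the hyperoxic lung. In the paper's own Table S6, 3 of the 34 ribosome biogenesis genes of Table S7 pass these thresholds. The odds ratio of 2.37 therefore does not repeat the selection behind that term. Among the 500 higher genes of smallest p, also chosen after the data were seen, it was 7.78 (Fisher's exact test, p = 7.9e-17).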

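The p53 targets were followed with a list of 35 genes, of which 32 were tested and 28 had a log2 fold change above 0. The median log2 fold change was 0.71 (SD between genes 1.33), with 16 genes higher and 1 lower at an adjusted p under 0.05 (17 and 1 adjusted over the list alone). Its adjusted p was 3.8e-14 with camera, 2.0e-07 with fry and 5.1e-04 with camera at the estimated correlation, and 6 of 6 hyperoxic libraries were above every normoxic library in the mean log2 CPM of the list (exact permutation test, p = 0.000583). Over the alternative settings the median was between 0.60 and 0.83, and the difference in mean log2 CPM of the exact permutation test was 0.98. At the thresholds of the paper, 8 of the 32 genes were among the higher genes against 186 of the other 12464, an odds ratio of 22.0 (two-sided Fisher's exact test, p = 2.2e-08). The odds ratio depended on the setting, from 19.9 to 24.1 over the fits that each left out 1 library and from 7.55 to 30.3 over the other alternatives. The median difference in mean log2 CPM of the p53 target list was 0.38 within the libraries named B to M and 1.21 within those named O to S. Hyperoxia replicate 1, in the first set, had the lowest mean log2 CPM of this list among the hyperoxic libraries, at 4.94. The contrast between the sets is therefore not separate from that library.
Cdkn1a, which encodes p21, lies on chromosome 17 of GRCm38 from 29090976 to 29100727 and overlaps 1 annotated gene on the opposite strand. It rose from 48.7 ± 12.8 CPM (SD, n = 7) in normoxia to 1424 ± 255 CPM (SD, n = 6) in hyperoxia, a log2 fold change of 4.86 (standard error 0.21, edgeR adjusted p = 1.1e-09). In this fit that was the largest of the higher genes without overlap between the groups and with a mean log2 CPM of at least 3. Eda2r, at 4.56 here, was above Cdkn1a with limma-voom (5.21) and in the paper's Table S6 (5.17 against 4.89). The log2 fold change of Cdkn1a stayed between 4.81 and 4.97 over the 13 fits that each left out 1 library. Aen, Ccng1, Polk and Zmat3, the other genes of the list with the smallest adjusted p, had log2 fold changes of 2.84, 2.22, 1.44 and 1.43. Aen stood at 477 CPM in hyperoxia replicate 1, the highest of the hyperoxic libraries, and its log2 fold change was 2.53 without that library. The mRNA of p53 itself, Trp53, was at 13.4 ± 2.14 CPM in normoxia and 15.1 ± 4.82 CPM in hyperoxia, a log2 fold change of 0.17 that was within the spread of the libraries (edgeR adjusted p = 0.641).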

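The targets that the paper took from the Cistrome database were not used here, and lists of known targets took their place. Of 19 MYB targets 12 were tested. Their median log2 fold change was −0.13, with 4 genes higher and 2 lower at an adjusted p under 0.05, and the list as a whole did not move (camera adjusted p = 0.886, fry adjusted p = 0.323, exact permutation adjusted p = 0.551). Cd34 and Myc were higher, with log2 fold changes of 1.70 and 2.36, and Kit and Lmo2 lower, at −2.65 and −1.80, so that the median lies near 0 over genes that went both ways. Without hyperoxia replicate 1 the median was 0.017. Myb mRNA was at 6.81 ± 2.31 CPM (SD, n = 7) in normoxia and 4.13 ± 0.911 CPM (SD, n = 6) in hyperoxia, a log2 fold change of −0.73 that did not pass the threshold (edgeR adjusted p = 0.0653). It passed with the letter set as a term (−0.82, edgeR adjusted p = 0.0354), with limma on the deposited log CPM values (−0.63, adjusted p = 0.0383) and with the length and GC correction, chosen after the data were seen (−0.75, edgeR adjusted p = 0.0430).
Of 40 targets of PGC1α 38 were tested, with a median log2 fold change of 0.30, 12 genes higher and none lower at an adjusted p under 0.05 (13 and none adjusted over the list alone). The test of the list depended on how the correlation between its genes was treated. Its adjusted p was 0.0106 with camera at the preset correlation and 0.0293 with fry, but 0.347 with camera at the estimated correlation of 0.147 and 0.551 in the exact permutation test, in which 3 of 6 hyperoxic libraries were above every normoxic library. The median difference in mean log2 CPM was −0.022 within the libraries named B to M and 0.66 within those named O to S. The first set includes hyperoxia replicate 1, the lowest library for this list. The mRNA of PGC1α, Ppargc1a, rose from 18.9 ± 4.27 to 39.7 ± 6.64 CPM, without overlap between the groups (log2 fold change 1.08, standard error 0.18, edgeR adjusted p = 5.6e-04), and the gene overlaps annotated genes on both strands.

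**Figure D1:**
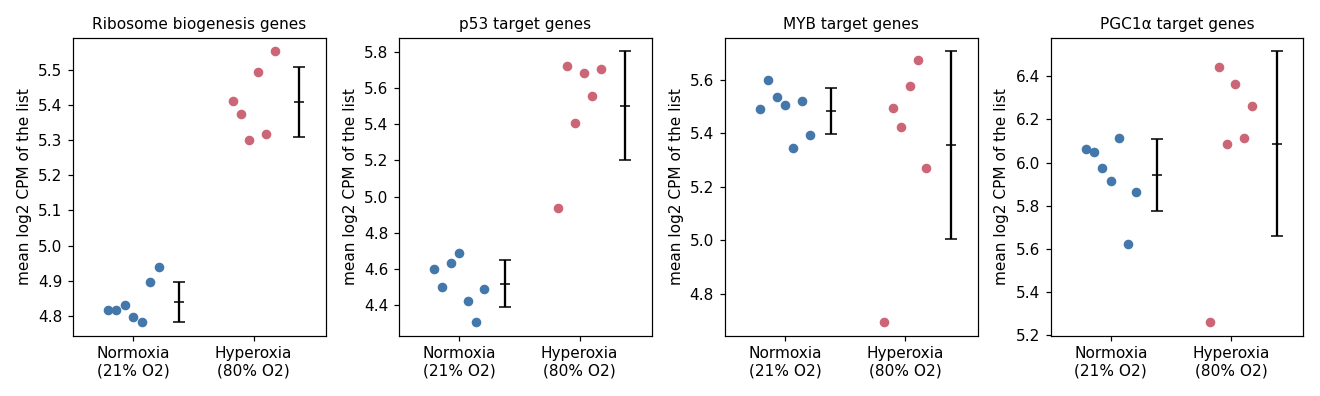
Mean log2 CPM of the ribosome biogenesis, p53 target, MYB target and PGC1α target lists in each library, by oxygen level, with the mean and SD of each group as a bar to the right of its points. The 6 hyperoxic libraries lie above the 7 normoxic libraries for the ribosome biogenesis and p53 lists. For the MYB and PGC1α lists the groups overlap, and the lowest point is hyperoxia replicate 1.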

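Mybbp1a lies on chromosome 11 of GRCm38 from 72441355 to 72451768, on the plus strand, and overlaps Spns2 on the opposite strand. Its mRNA was at 93.2 ± 12.5 CPM (SD, n = 7) in normoxia and 190 ± 54.8 CPM (SD, n = 6) in hyperoxia, a log2 fold change of 1.03 (standard error 0.17, edgeR adjusted p = 4.7e-04). The lowest hyperoxic library, at 132 CPM, was above the highest normoxic library, at 110 CPM (exact permutation test, p = 0.000583). The difference in mean log2 CPM was 1.19 within the libraries named B to M and 0.68 within those named O to S. Leaving out 1 library at a time gave log2 fold changes between 0.89, without hyperoxia replicate 1, and 1.15. Spns2, whose reads the counting could have assigned to Mybbp1a if strand was not used, was at 19.4 ± 7.60 CPM in normoxia and 13.9 ± 7.37 CPM in hyperoxia, with no detectable change (log2 fold change −0.45, edgeR adjusted p = 0.429). The log2 fold change of Mybbp1a lies below the threshold of 1.5 that the paper's methods state for its enrichment analysis.
Of the 38 genes that Table S5 gives as coessential with MYBBP1A, 33 were tested, with a median log2 fold change of 0.30. At an adjusted p under 0.05, 8 were higher and none lower, also when adjusted over the list alone, and 17 genes of the list belong to the ribosome biogenesis list as well. The list passed with camera (adjusted p = 0.00626) and fry (adjusted p = 8.3e-04) but not with camera at the estimated correlation (adjusted p = 0.0982) or in the exact permutation test (adjusted p = 0.0543), with 4 of 6 hyperoxic libraries above every normoxic library. Among the genes the paper names, Tsr1 rose with a log2 fold change of 1.18 (standard error 0.21, edgeR adjusted p = 9.7e-04), whereas Wdr18 (0.72), Bop1 (0.59), Pelp1 (0.23) and Pop5 (0.08) did not pass an adjusted p of 0.05. Wdr18 stood at 60.6 CPM in hyperoxia replicate 1, and its log2 fold change fell to 0.45 without that library. It passed without normoxia replicate 5 (0.92, edgeR adjusted p = 0.0364) and with the letter set as a term (0.80, edgeR adjusted p = 0.0433). Pop5 turned to −0.11 with limma on the deposited log CPM values.

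**Figure D2:**
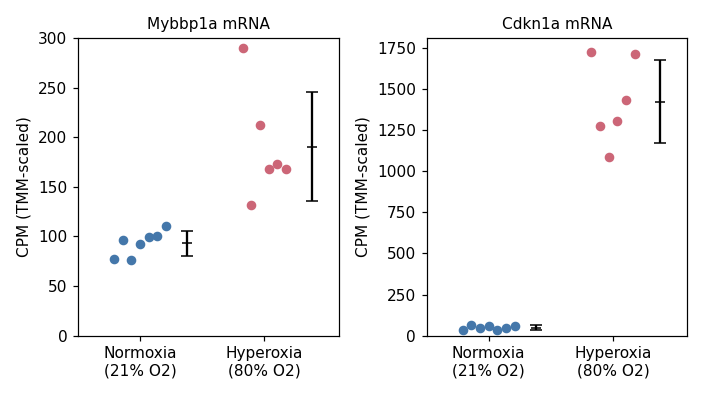
Mybbp1a and Cdkn1a mRNA in CPM (TMM-scaled) in each library, by oxygen level, with the mean and SD of each group as a bar to the right of its points. In both genes every hyperoxic library lies above every normoxic library, with Mybbp1a between 75.9 and 110 CPM in normoxia and between 132 and 290 CPM in hyperoxia.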

The rRNA precursor is a polycistronic sequence that is transcribed from rDNA and undergoes complex processing to produce three of the four mature rRNAs (18*S*, 5.8*S*, and 28*S*) in the nucleolus. The mature rRNAs are then assembled into the ribosome and are required for its function in protein translation (*45*). To investigate the effects of hyperoxia on rRNA biogenesis, we designed polymerase chain reaction (PCR) primers targeting the three mature rRNA and internally transcribed sequences (ITS) of the 47*S* rRNA precursor (Fig. 6C). We performed quantitative reverse transcription polymerase chain reaction (qRT-PCR) for pre-rRNA and mature RNA in mouse lung tissues exposed to 21% O_2_ or 80% O_2_ for 5 days. We found that lung tissues had a nearly 10-fold increase in pre-rRNA expression in hyperoxia compared to normoxia, whereas there were no significant changes in the expression of mature rRNAs (Fig. 6D). Thus, stabilization of MYBBP1A is associated with increased rRNA precursors in the hyperoxic lung.

Next, we set out to understand which lung cell types show MYBBP1A-mediated transcriptional changes. We analyzed a previously published single-cell RNA-sequencing (RNAseq) data for mouse lung exposed to 21 or 85% oxygen from birth to postnatal day 14 (*46*). We found that most endothelial, epithelial, and stromal cell types showed a significant increase in expression of genes involved in ribosomal biogenesis (fig. S5C), which is in concordance with our bulk Quant-seq data in hyperoxic lung tissue. In particular, ATII cells, pulmonary vein endothelial cells, and pericytes showed the most substantial fold changes (Fig. 6E). In addition, we crossed the single-cell RNAseq dataset with genes down-regulated in MYBBP1A knockout K562 cells (*47*). These genes are likely regulated by MYBBP1A-mediated transcription responses. In support of our overarching hypothesis, these genes are enriched in most of the lung cell types in hyperoxia, including ATII cells, pulmonary vein endothelial cells, and fibromyocytes (fig. S5D). Together, these analyses support the idea that MYBBP1A-mediated changes occur in a range of lung cell types during hyperoxia.

### The role of NAD+/NADH in mediating MYBBP1A stabilization in hyperoxia

Destabilization of ETC complex 1 causes reductive stress resulting from decreased NADH recycling to NAD+ (*48*). To interrogate the effects of complex 1 loss on MYBBP1A stabilization, we expressed yeast NADH dehydrogenase (NDI1) protein in cells to restore the NAD+/NADH ratio in hyperoxia. Unlike mammalian complex 1, NDI1 does not contain Fe-S clusters but instead contains flavin adenine dinucleotide (FAD) as the electron carrier (*49*). We showed that expressing NDI1 in multiple cell lines increased the basal mitochondrial respiration rates and rotenone-resistant respiration rates in hyperoxia, demonstrating that NDI1 can at least partially complement the decrease in NADH-linked ETC respiration in hyperoxia (fig. S5, E and F). To test whether impaired NADH recycling underlies elevated MYBBP1A levels in hyperoxia, we transduced primary human lung fibroblasts with NDI1 and exposed them to different oxygen levels. NDI1 expression failed to reverse the up-regulation of MYBBP1A in hyperoxia (Fig. 7A). In addition, we treated the cells with sodium pyruvate to restore the NAD+/NADH ratio by increasing lactate dehydrogenase activity. The addition of pyruvate did not reverse the up-regulation of MYBBP1A (Fig. 7B). Therefore, impaired NADH recycling in hyperoxia is not sufficient to explain the up-regulation of MYBBP1A. Future work will be needed to decipher the signaling cascades linking hyperoxia to MYBBP1A accumulation and the downstream consequences.

**Fig. 7.**
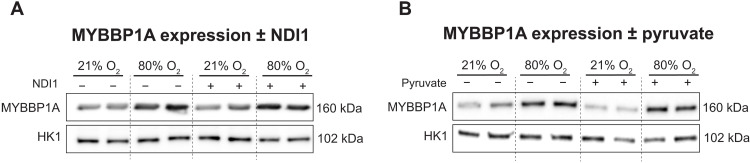
Effects of manipulating NADH recycling on MYBBP1A induction in hyperoxia. (**A** and **B**) Western blotting of human lung fibroblasts in 21% versus 80% oxygen for 6 days with NDI1 expression or pyruvate treatment. Biological duplicates are shown.

## DISCUSSION

Oxygen plays a critical role in protein turnover rates via post-translational modifications. However, it is unclear how varying oxygen tensions affect protein turnover in vivo. In this study, we found that oxygen-dependent changes in protein turnover rates under hypoxic and hyperoxic conditions were highly tissue-specific. The lung, in particular, showed the most marked changes. We uncovered that oxygen-dependent changes of turnover rates in protein complexes were not always correlated. Furthermore, our results nominate MYBBP1A as a transcriptional regulator in hyperoxic lung, which may have important implications for lung pathophysiology.

Changes in protein turnover rates reveal tissue-specific proteome dynamics in response to hypoxia or hyperoxia. The proteins with significant changes in turnover rates showed minimal overlap across the three tissues. The top changing pathways were associated with tissue-specific responses to varying environmental oxygen levels. Our results demonstrated that in lung tissue, many ECM proteins showed changes in both hypoxia and hyperoxia, including collagen proteins and laminin proteins. ECM determines the architecture of lung via biochemical and biomechanical signals (*50*). Changes in the ECM composition and protein modifications occur in several chronic lung diseases (*50*). Previous literature has revealed that hypoxia and hyperoxia can have substantial effects on the ECM remodeling in the lung, via post-translational regulations. In hypoxia, collagen-modifying enzymes are up-regulated in a HIF-mediated manner, including prolyl 4-hydroxylase α-subunit isoform 1 and 2 (P4HA1/2), procollagen-lysine 2-oxyglutarate 5-dioxygenase 2 (PLOD2), and lysyl oxidase (LOX) (*51*, *52*). On the other hand, hyperoxia modulates matrix metalloproteinase (MMP) activities via transforming growth factor–β (TGFβ) signaling, resulting in increased stiffness of ECM (*53*, *54*). It is possible that these enzymes modify collagen and laminin proteins post-translationally, resulting in their stabilization in hypoxia or hyperoxia. This may contribute to increased collagen deposition and basement membrane disruption in lung ECM in varying oxygen tensions (*53*, *55*). Future studies should explore which post-translational modifications contribute to ECM protein stabilization in these contexts.

We found that protein turnover changes in protein complexes are not always correlated. Our previous study showed that most ETC complex 1 subunits are degraded in hyperoxia in cell lines and in mouse lung tissue (*17*). Consistent with this, we found that in the hyperoxic lung, most detected complex 1 subunits exhibited increased protein turnover rates. However, to our surprise, in other complexes, such as the chaperonin and proteasome, only specific proteins showed significant changes. The labile subunits in these complexes may be regulated by interactions with other proteins or post-translational modifications (*33*, *56*).

In addition, our findings shed light on potential therapeutic targets for diseases related to chronic hypoxia or hyperoxia, including chronic lung disease, hyperoxic lung injury, ischemic heart disease, and mitochondrial disease. We found that ETC complex 1 subunits were destabilized in hyperoxic lung, which is in accordance with our previous studies demonstrating that hyperoxia exacerbates and hypoxia rescues mitochondrial complex 1 disease. In addition, we nominated three other monogenic diseases that may be worsened by tissue hyperoxia, including glycogen storage disease, spastic paraplegia, and Charcot-Marie-Tooth disease.

Furthermore, we nominated MYBBP1A, a transcriptional regulator, as a dynamic mediator of the hyperoxia response. We found that MYBBP1A was stabilized in hyperoxic lung tissue, resulting in its accumulation in multiple lung cell types. Notably, the protein level returned to baseline levels after return to normoxia. MYBBP1A is predominantly localized in the nucleolus, where it regulates rRNA biogenesis and plays a critical role in the assembly of ribosomes (*37*). Our data showed an up-regulation of rRNA biogenesis genes in hyperoxic lung homogenates, as well as several key lung cell types, suggesting that MYBBP1A may play a role in rRNA regulation in hyperoxia. It has been shown that knockdown of *Mybbp1a* in *Drosophila* affects pre-rRNA and mature rRNA levels and causes developmental defects (*36*). In contrast, *Mybbp1a* overexpression suppresses RNA polymerase I activities (*37*), indicating its complex regulatory role in rRNA biogenesis. Therefore, we investigated the levels of rRNA in varying oxygen tensions. We found that in hyperoxic lung tissues, the pre-rRNA level was increased. This increase may lead to MYBBP1A retention and stabilization in the nucleolus. Overall, our findings shed light on the critical role of MYBPP1A in rRNA biogenesis in hyperoxic lung. Future studies will causally delineate the complex role of MYBBP1A in hyperoxic transcriptional regulation by knocking out the gene in different lung cell types.

Future studies will also investigate the mechanisms underlying MYBBP1A stabilization in hyperoxia and test whether this is adaptive or maladaptive. We demonstrated that impaired NADH oxidation due to impaired complex 1 activity is not required for hyperoxic stabilization of MYBBP1A. Follow-up studies will investigate the role of several known regulators of MYBBP1A turnover in hyperoxia signaling—for example, PREP1 and USP29 have been shown to stabilize MYBBP1A, whereas VHL degrades it (*57*–*59*).

Limitations of our study include the fact that it spans from 1 day to 32 days, which only allows us to estimate protein half-lives that fall into that range. If proteins have half-lives shorter than 12 hours or longer than 32 days, we are not able to accurately estimate half-lives. As a result, we may miss some proteins with oxygen-dependent half-lives. The model we use is based on the assumption that protein abundance is constant over the course of the study. We have previously shown that acute hypoxia causes marked changes in behavior and tissue oxygenation, but these functions are normalized after ~1 week (*60*). Thus, we acclimatized the mice in respective oxygen tensions for 1 week before the start of the isotope labeling. However, we cannot rule out that the expressions of some proteins fluctuate (e.g., circadian proteins) throughout our experiment. We showed that the stabilization of MYBBP1A is associated with hyperoxia responses including alterations in rRNA biogenesis and increased expressions of p53 targets. However, future studies are needed to causally prove this.

In summary, our study provides a comprehensive analysis of in vivo protein turnover rates in varying oxygen tensions. This is relevant for a broad range of clinical conditions including chronic lung disease, hyperoxic lung injury, ischemic heart disease, and mitochondrial disease. This work sheds light on hypoxia and hyperoxia-labile protein complexes and subunits that may be relevant for several monogenic disorders. Moreover, it serves as a valuable resource for future studies of hypoxia and hyperoxia responses that are mediated by changes in protein stability. As a key example, we nominate MYBBP1A as a regulator of the hyperoxia response that is associated with changes in rRNA homeostasis. By discovering mediators of oxygen-dependent responses, we can identify therapeutic targets for states of mismatched oxygen supply and demand.

## MATERIALS AND METHODS

### Animal model

C57BL/6J (IMSR_JAX: 000664) male mice (7-week-old) were purchased from the Jackson Laboratory. Upon delivery, the mice were housed in the University of California, San Francisco (UCSF) animal facility. Different oxygen levels (8, 60, or 80% O_2_) were created by mixing N_2_ (Airgas), O_2_ (Airgas, Praxair), and room air carefully controlled by gas regulators. The O_2_ and CO_2_ levels were continuously monitored with wireless sensors and checked daily. To prevent CO_2_ buildup in the chambers, soda lime (Fisher Scientific, A1935236) was placed inside the chambers to absorb CO_2_. All experiments were performed on C57BL/6J mice between the ages of 8 and 12 weeks. All animal studies were approved by the Institutional Animal Care and Use Committee Program at UCSF.

### Cell models

K562 [American Type Culture Collection (ATCC), CCL-243] and A549 (ATCC, CCL-185) cells were purchased from ATCC and were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Gibco/Life Technologies, 11995073) supplemented with 10% fetal bovine serum (FBS; Corning/Fisher Scientific, MT35015CV) and 1% penicillin-streptomycin (Fisher Scientific, 15140122). Human lung fibroblasts (HLFs; Sigma-Aldrich Inc., 506-05A) were maintained in DMEM/F-12 (Thermo Fisher Scientific, 11330032) supplemented with 10% FBS and 1% penicillin-streptomycin. Human ATII epithelial cells were isolated from human lungs declined for transplantation by the Northern California Transplant Donor Network as previously described (*61*). Cells were plated at 1 × 10^6^ cells per well on collagen I–coated Transwell plates (Corning, CLS3495, Sigma-Aldrich) in an air-liquid interface. Cells were maintained in 50% DMEM high-glucose/50% F-12 mix supplemented with 1% penicillin-streptomycin, 1% fungisome, and 0.1% gentamicin. Mycoplasma tests were performed quarterly on all cell lines. All cells were maintained in cell culture incubators (37°C, 5% CO_2_). The oxygen tension in the hyperoxia cell culture incubator was created by mixing compressed air and 100% O_2_ (Praxair).

### Isotope labeling of mice and tissue collection

C57BL/6J male mice (four to six mice per time point) were fed on ^14^N and ^15^N mouse chow (obtained from Silantes). Animals were first acclimatized in respective oxygen tension with ^14^N (normisotopic) food for 1 week. Mice in the hypoxia group were first acclimatized in 11% O_2_ for 1 week before transferring to 8% O_2_. The animals were then transitioned to ^15^N chow throughout the labeling period (for 1, 2, 4, 8, 16, and 32 days). Mice were sacrificed by isoflurane inhalation. The animals were perfused via the left ventricle with ice-cold PBS for 2 min. Heart, lung, and brain tissues were flash-frozen in liquid nitrogen.

### Proteomics sample preparation

Tissues were processed using the SPEED (sample preparation by easy extraction and digestion) preparation method (*62*). Briefly, 40 μl of trifluoroacetic acid (TFA) was added and incubated for 3 min at 70°C. TFA was neutralized by adding 10 volumes of neutralization buffer (2 M Trizma base in H_2_O). Cysteines were reduced and alkylated with 5 mM Tris(2-carboxyethyl)phosphine (TCEP) and 10 mM chloroacetamide, and the samples were incubated at 95°C for 5 min. Protein quantification was performed via the Bradford assay, and all samples were adjusted at 100 μg. The resulting volumes were diluted 1:1, and 1 μg of trypsin was added. Proteins were digested overnight at 37°C on a thermo-shaker (600 rpm). Peptides were desalted using a 96-well format C18 plate (Nest group) following the manufacturer’s instruction and dried under vacuum.

### Mass spectrometry acquisition

The lung samples were resuspended in buffer A [0.1% formic acid (FA)], and approximately 200 ng was analyzed by DIA-PASEF (parallel accumulation-serial fragmentation combined with data-independent aquisition) (*63*) on a Bruker TimsTof Pro 2 interfaced with an Ultimate3000 UHPLC. The peptides were separated on a PepSep column (15 cm length, 150 μm inner diameter) using a 38-min gradient at 0.5 μl/min. Following loading, the peptides were eluted with a 5 to 30% buffer B [0.1% FA in acetonitrile (ACN)] in 20 min. The column was then washed for 5 min at 90% and high flow (1 μl/min) and reequilibrated with 5% ACN for the next run. The peptides were sprayed on a glass capillary kept at 1700 V and 200°C. The mass spectrometer was operated in a positive mode using the DIA-PASEF acquisition (*63*). Briefly, four PASEF scans (0.85 1/K0 to 1.30 1/K0) were acquired and divided each precursor range into 24 windows of 32 Da [500.7502 to 966.67502 mass/charge ratio (m/z)] overlapping 1 Th.

The heart and brain samples (approximately 500 ng) were directly loaded on an Evosep C18 tip and separated using the Evosep One using the 60 spd method (Evosep, Odense, Denmark). Peptides were eluted and ionized using a Bruker Captive Spray emitter. A Bruker TimsTof Pro 2 mass spectrometer running in DIA-PASEF mode (*63*) was used for acquisition. The acquisition scheme used for dia-PASEF consisted of 6 × 3 50 *m*/*z* windows per PASEF scan.

### Lung cell isolation

C57BL/6J male mice were sacrificed by isoflurane inhalation, soaked in 70% ethanol for 1 min, and then perfused with PBS. The heart tissues were removed, and the trachea was tied with a loose knot. The lungs were insufflated with dispase, collagenase, and deoxyribonuclease I. Next, the lungs were removed and immersed in dispase in 37°C for 45 min on a rocker to digest the lungs. To prepare for sorting, the suspension was filtered through a 70-μm filter and rinsed with sorting buffer (DMEM/F12, no phenol red, with 2% FBS, and 1% penicillin-streptomycin). The cells were spun down at 550*g* at 4°C for 5 min and resuspended in red blood lysis buffer. The cells were filtered through a 40-μm filter, rinsed, and spun down at 550*g* at 4°C for 5 min. Cells were mixed with rat serum at 4°C for 10 min to block nonspecific binding. Cells were incubated in biotin-conjugated primary antibodies (CD45, CD31, CD46, and Ter^199^) for 30 min at 4°C and Streptavidin beads at room temperature (RT) for 3 min to remove immune and endothelial cells. Cells were then stained with Epcam, integrin B4, and major histocompatibility complex class II (MHC-II) for 30 min at 4°C. Live AT2 cells (lin^−^ Epcam^+^ B4^−^ MHC-II^+^) and line fibroblast (lin^−^ Epcam^−^) were sorted with a flow cytometer (*64*, *65*). See table S8 for the catalog numbers and dilutions of the antibodies. Biological triplicates were analyzed in the study, and two mice were pooled for each replicate. Cells were pelleted and stored at −80°C.

### Western blotting

C57BL/6J mice were exposed to room air or 80% O_2_ (*n* = 3 animals per group). Tissues were perfused with chilled Dulbecco’s phosphate-buffered saline (DPBS; Corning). Lung tissues were collected and flash-frozen in liquid nitrogen. Lung tissues were homogenized using the Qiagen Tissue Lyser II (30 Hz, 1 min) in radioimmunoprecipitation assay (RIPA) buffer (Thermo Fisher Scientific, PI89901) with cOmplete Protease Inhibitor Cocktail (Roche), followed by sonication. Cell pellets were lysed in RIPA buffer with cOmplete Protease Inhibitor Cocktail. Protein concentrations were determined using the Rapid Gold BCA Protein Assay Kit (Thermo Fisher Scientific, A53225). Equal amounts of protein were mixed with 6× Laemmli SDS sample buffer (Fisher Scientific, AAJ61337AD), and samples were boiled at 95°C for 5 min. Protein lysates were run on SDS–polyacrylamide gel electrophoresis gels (Mini-PROTEAN TGX Precast Protein Gels) at 200 V and were transferred onto polyvinylidene difluoride membranes. Membranes were blocked with 3% nonfat milk (Genesee Scientific Corporation, 20-241) in Tris-buffered saline, 0.1% Tween 20 (TBST) (Fisher Scientific, 28360) for 1 hour at RT on a rocker. The membranes were probed with primary antibodies overnight at 4°C (anti-MYBBP1A, Proteintech, 14524-1-AP, 1:1000; anti-HK1, Cell Signaling Technology, 2024, 1:1000). The corresponding secondary antibodies were applied to the membranes for 1 hour at RT (anti-rabbit horseradish peroxidase, VWR 95017-556; 1:5000). Bands were visualized using enhanced chemiluminescence (Fisher Scientific, PI32106) on the Western Blot Imaging System (Azure Biosystems) or x-ray films (GE Healthcare). Uncropped blot images have been deposited to Mendeley Data (doi: 10.17632/jx73jbnj3g.1).

### RNA extraction

Mouse lung tissues were perfused with cold DPBS and flash-frozen in liquid nitrogen. Tissues were homogenized in TRIzol reagent (Thermo Fisher Scientific, 15596026) using the Qiagen Tissue Lyser II (30 Hz, 2 min). RNA extraction was performed according to the manufacturer’s instructions. RNA purity and integrity were determined using NanoDrop One (Thermo Fisher Scientific) and Bioanalyzer (Agilent), respectively.

### Quant-seq 3′ mRNA-seq

The Quant-seq library preparation was carried out using the Lexogen Quant-seq 3′ mRNA-Seq V2 Library Prep Kit with unique dual index (UDI; #191.96). Equal amounts of RNA (500 ng) from samples (*n* = 7 for normoxia and *n* = 6 for hyperoxia) were used for the preparation, according to the manufacturer’s guide. Following the PCR amplification, the complementary DNA (cDNA) concentrations were examined using a Qubit double-stranded DNA High Sensitivity and Broad Range Assay Kit (Invitrogen Q32851) on a Qubit 4 fluorometer (Thermo Fisher Scientific). The average library sizes were determined using TapeStation 4200 (Agilent). Next, equal amounts of cDNA with UDIs were pooled and sequenced on an Illumina’s NovaSeq 6000 System in the UCSF Center for Advanced Technology (CAT).

### Quantitative reverse transcription polymerase chain reaction

RNA was reverse-transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, 205311) according to the manufacturer’s instructions. The qPCR reactions were performed using qPCR primers targeting different loci of the rRNA (Fig. 6C and table S8) (*66*) and Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific, K02222) on a QuantStudio 5 real-time PCR machine (Applied Biosystems). *Hprt1* was used as the housekeeping gene. RNA expressions relative to *Hprt1* were calculated using the delta Ct method. The experiments were performed in four biological replicates and technical duplicates. Unpaired *t* test was used for statistical analysis.

### Generation of NDI1-expressing cell lines

Retroviruses were generated by transfecting PMXS-NDI1 (Addgene, 72876) plasmid or empty vector in human embryonic kidney 293T cells (ATCC, CRL-3216) with the packaging plasmids pVSVg (Addgene, 8454) and psPAX2 (Addgene, 12260). K562, A549, and HLF cells were transduced with NDI1 or empty vector virus by spinfection as previously described (*34*). Cells were selected with blasticidin (Gibco, A1113903) at 1 μg/ml for 4 days.

### Mitochondrial respiration assay

K562 cells were pretreated in 21 or 50% O_2_ for 4 days. Cell-Tak (25 μg/ml) was used for acute adhesion on the Seahorse XFe96 Cell Culture Plates. On the assay day, 4.5 × 10^4^ cells were plated per well. The plates were centrifuged at 600*g* for 5 min. A549 cells were pretreated in 21 or 50% O_2_ for 3 days. An equal number of cells (1.5 × 10^4^) were plated on the Seahorse plate and incubated at respective oxygen tensions for an additional day. The assay medium was composed of DMEM powder (Sigma-Aldrich, D5030), 5 mM Hepes, 30 mM NaCl, 8 mM glucose, 2 mM pyruvate, and 2 mM glutamine (pH 7.4). Port A of the Seahorse XFe96 Sensor Cartridges was loaded with rotenone (final concentration = 500 nM). Port B was loaded with antimycin A (final concentration = 1 μM). The experiment was performed in three biological replicates and five technical replicates. Each well was measured five times at baseline and after each injection. The basal oxygen consumption rate (OCR) was determined by subtracting the average OCR by antimycin A injection from the average OCR in baseline. The rotenone-resistant OCR was determined by subtracting the average OCR after antimycin A injection from the average OCR after rotenone injection.

### MS data processing

The DIA-PASEF data were searched with DIA-NN v1.7.1 (*67*) using a library-centric approach. Identified spectra with MS1 precursors within 10 parts per million (ppm) and MS2 precursor within 15 ppm were selected, and a second library was generated (double-pass mode). Quantification was set to robust (high accuracy) while signal was renormalized as function of the spray stability (RT dependent). Protein inference was disabled, and library generation was set to smart profiling. The transition level data were filtered at 1% library Q-value, and transitions were summed into precursor MS2 abundances, and precursors were averaged to a single-peptide abundance.

### Degradation rate calculation and statistical analysis

The degradation rate (*K*_d_) is determined using a first-order kinetic model (*19*), under the assumption that the protein abundance remains constant and that protein synthesis is a zero-order process. The fraction unlabeled peptides (without ^15^N) can be modeled as a first-order kinetic model over the course the labeling time

$$\mathrm{Fraction}\;{}^{14}N\;(t)=e^{-k_{d}\times t}$$

The unlabeled peptide abundance was first centered using previously reported long-living proteins (*22*) under the assumption of fixed abundance between different conditions and labeling time. The normalized abundance was divided by the abundance at time 0 of the labeling to calculate the fraction of unlabeled peptides at each time point. Next, a preliminary fitting was performed to filter peptides with good linear correlations using the Ordinary Least Square (OLS) function from the Python (v3.11) statsmodels package (v0.13.5). Each peptide for a given condition was fit into the first-order kinetic model using the ordinary linear model, and the goodness of fit was assessed by *r*^2^. For the subsequent analysis, only peptides with *r*^2^ > 0.65 that are detected in more than five samples in a given condition were used for the fitting.

To calculate the *K*_d_ for each protein, a linear mixed-effects model was applied using the mixedlm function from the python (v3.11) statsmodels package (v0.13.5). For each oxygen condition and each tissue, time was set as the fixed variable, and to account for the variability of different peptides for a given protein, the peptides were set as the random variable. *K*_d_ values with *P* values less than 0.20 were reported. Protein half-lives (*t*_1/2_) were calculated on the basis of

$$t_{1/2}=\frac{\ln(2)}{K_{d}}$$

To compare *K*_d_ between oxygen tensions, a linear mixed-effects model using mixedlm with oxygen, time, and oxygen:time as fixed effects, and peptides as random variables was applied. The *P* values of the interaction between oxygen and time (oxygen:time) indicated the differences in the slopes, which assessed the differences of the degradation rates. Adjusted *P* values were calculated using the Benjamini-Hochberg correction.

### Quant-seq sequence alignment and data processing

The data alignment and analysis were carried out using the BioJupies automated analysis pipeline (*68*). The genes were aligned and the expressions were quantified using the kallisto pseudoaligner (v0.46.1) (*69*). The data were normalized using the count per million method. The statistics analysis was performed using limma (v3.54.2) (*70*).

### Biophysical feature analysis

The UniProt mouse canonical protein sequences (downloaded on 21 August 2022) were used as input to calculate various protein sequence features as described below. “Disordered fraction” was computed on the basis of the fraction of total residues with a score above 0.5 using the DISOPRED3 method (*71*). “Longest disordered stretch” refers to the length of the longest disordered domain (defined as a continuous stretch of sequence with each amino acid having a DISOPRED3 score above 0.5). “Disorder promoting” was computed on the basis of the fraction of residues that is predicted to be disorder promoting using the TOP-IDP–scale method (*72*). “Fraction expanding” is defined by the fraction of residues that contribute to chain expansion (E/D/R/K/P) calculated using CIDER (*73*). “Delta” score is a parameter for protein charge patterning calculated using the localCIDER algorithm (*73*). “Fraction charged AA”, “Fraction AA^−^”, and “Fraction AA^+^” refer to the fraction of charged residues (H, K, R, D, and E), the fraction of negatively charged residues (D and E), and the fraction of positively charged residues (H, K, and R), respectively. “Hydropathy” is the mean hydropathy as calculated from a skewed Kyte-Doolittle hydrophobicity scale (*74*). “Length” refers to the protein amino acid length.

For enrichment analysis at baseline, the proteins are ranked on the basis of the degradation rates. The top 5% and bottom 5% of proteins from each organ were used to compare with the background distribution (all other proteins). For the analysis for the oxygen-dependent changes, the proteins were ranked by *t*-statistics calculated using the linear mixed-effects model described above. The top 2% and bottom 2% of proteins from each organ were used to compare with the background distribution (all other proteins). The enrichment scores were calculated using the Kolmogorov-Smirnov test.

### Pathway analysis

For the pulsed-SILAM dataset, proteins with fold changes >1.3 and FDR < 0.05 in protein turnover rates between different oxygen tensions were imported into Cytoscape (3.9.1) (*75*). The enrichment analysis was performed using the STRING Functional Enrichment in the Cytoscape (confidence score cutoff: 0.70). Pathways with fewer than 1000 proteins were selected and were ranked on the basis of *P* values.

For the Quant-seq dataset, RNA transcripts with absolute number of log_2_(fold change) > 1.5 and FDR < 0.05 were selected, and the enrichment analysis was performed using EnrichR, and the genes were mapped against the mouse Gene Ontology database (*76*).

The transcription factor target lists were curated from the Cistrome database (*77*). All the datasets that were generated in mice and passed the peak quality control were merged. The binding targets that were found in at least 50% of all datasets were selected for the analysis. The enrichment scores were calculated using the Gene Set Enrichment Analysis (GSEA) (*78*).

For the single-cell RNAseq data (*46*), genes were ranked by fold changes for each cell type. The pathway enrichment was performed using GSEA.

### Protein complex analysis

The protein complex data were retrieved from CORUM (on 3 September 2018) (*30*). The data were imported to Cytoscape (3.9.1) to create the network representations.

# Supplementary material for: In vivo protein turnover rates in varying oxygen tensions nominate MYBBP1A as a mediator of the hyperoxia response
**Source:** Sci Adv. 2023 Dec 8;9(49):eadj4884. doi: 10.1126/sciadv.adj4884
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Legends for tables S1 to S8

## Supplementary Materials for

### **In vivo protein turnover rates in varying oxygen tensions nominate MYBBP1A as a mediator of the hyperoxia response**

Xuewen Chen, *et al.*

*Sci. Adv.* **9**, eadj4884 (2023)  
DOI: 10.1126/sciadv.adj4884

#### **The PDF file includes:**

Figs. S1 to S5  
Legends for tables S1 to S8

#### **Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S8

SUPPLEMENTAL FIGURES

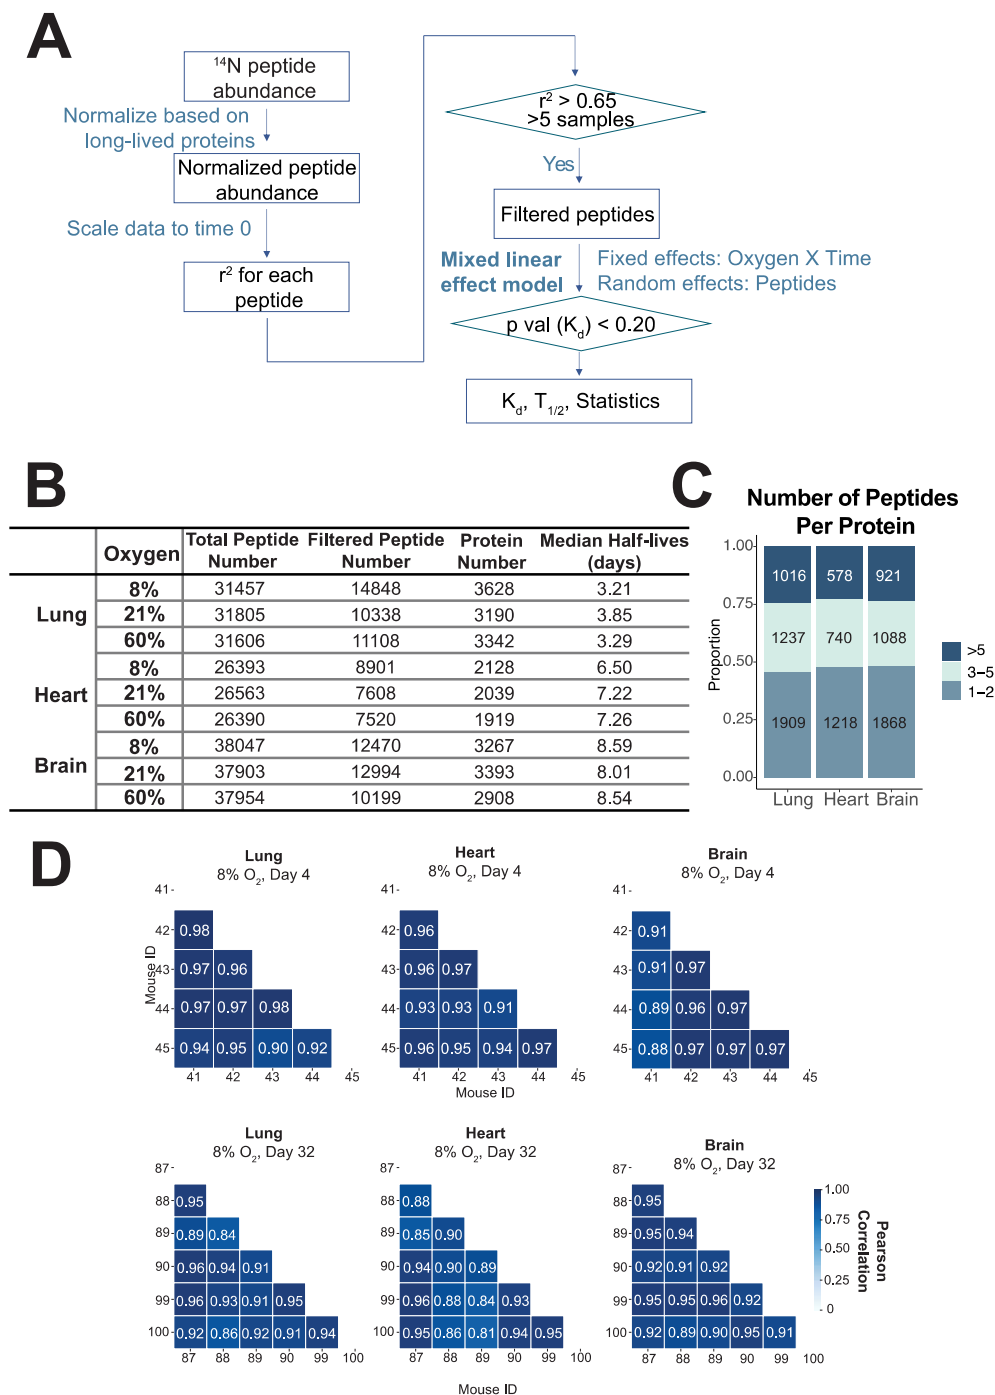

**Figure S1. Analysis flowchart and quality control matrices of the pulsed-SILAM dataset.**

**A)** Flowchart of the analysis pipeline. Peptides with only <sup>14</sup>N are quantified and normalized based on 10 previously identified long-lived proteins, under the assumption that the <sup>14</sup>N proportion of those proteins will stay constant over the course of the experiment. Then, the normalized data was divided by the abundance at time 0 to calculate the <sup>14</sup>N proportion for each time point. The preliminary fitting was performed using ordinary linear model for each peptide and the peptides were filtered based on the  $r^2$  and the number of samples where they were detected. Next, the selected peptides were used for the estimation of protein degradation rates ( $K_d$ ) using a mixed linear effects model, where peptides were set as random effects. To compare  $K_d$  between oxygen

tensions, a mixed linear effects model was applied, using oxygen and time as the fixed effects and peptides as the random variables.

**B)** Number of unique peptides detected in the mass spectrometry, number of unique proteins whose degradation rates estimated in the study, and median protein half-lives for each condition.

**C)** Number of peptides per protein used for protein degradation rate estimations.

**D)** Data reproducibility determined by the Pearson correlations between samples at different timepoints.

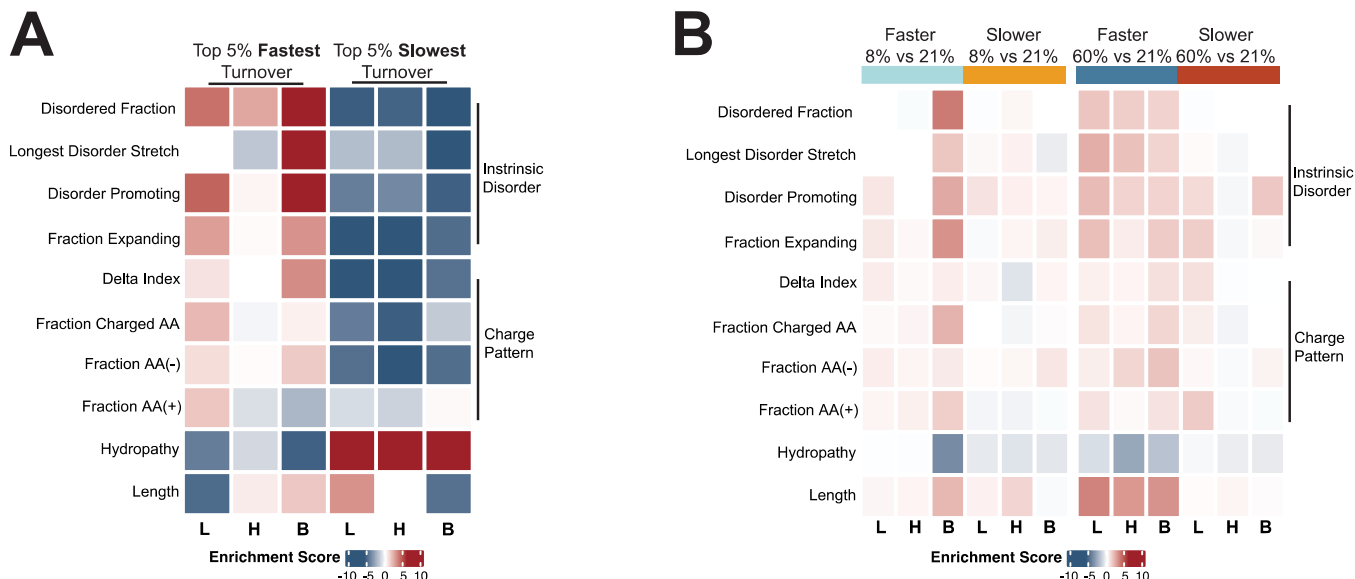

**Figure S2. Protein half-lives are associated with biophysical features.**

**A, B)** Enrichment of biophysical features for the proteins with the fastest or slowest degradation rates (A), or proteins with the largest oxygen-dependent changes in the degradation rates (B). “Disordered Fraction” and “Longest Disordered Stretch” were calculated using the DISOPRED3 method [70], where amino acids with scores above 0.5 are considered as disordered. “Disorder Promoting” was computed using the TOP-IDP-scale method [71]. “Fraction Expanding” refers to the fraction of residues that contribute to chain expansion (E/D/R/K/P) calculated using CIDER [72]. “Delta” score is a measurement for protein charge patterning calculated using the localCIDER algorithm [72]. A larger Delta score means that the charges are more unevenly distributed. “Fraction Charged AA”, “Fraction AA (-)”, and “Fraction AA (+)” refer to the fraction of charged residues, the fraction of negatively charged residues, and the fraction of positively charged residues, respectively. “Hydropathy” is the mean hydropathy as calculated from a skewed Kyte-Doolittle hydrophobicity scale [73]. “Length” refers to the protein amino acid length. The enrichment scores were calculated using the Kolmogorov-Smirnov test.

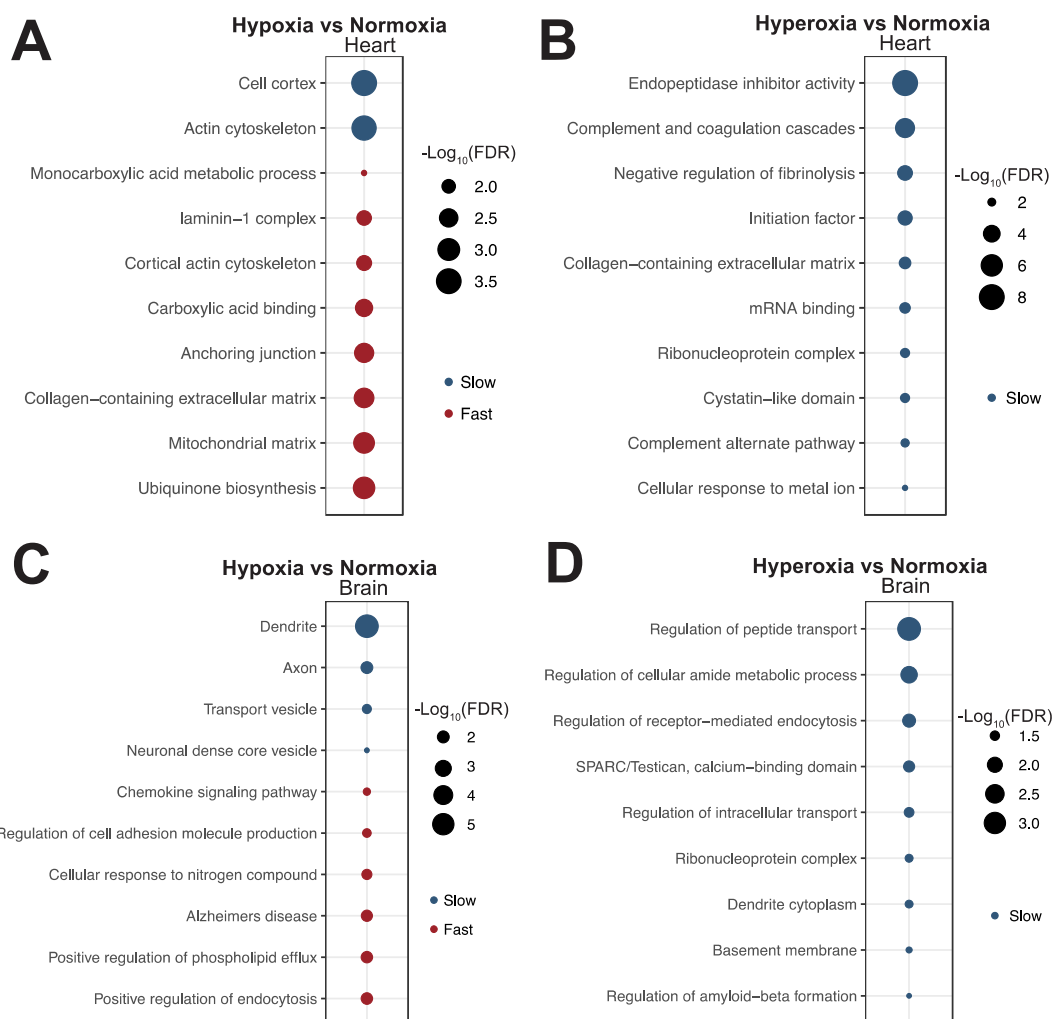

**Figure S3. Oxygen-dependent protein turnover rates are tissue-specific.**

**A, B, C, D)** Enrichment analysis for proteins with significant changes in protein degradation rates (FDR < 0.05, fold change > 1.3) in heart (A, B) and brain (C, D) tissues using the STRING functional analysis method. The size of the dots in represents the  $-\log_{10}(\text{FDR})$  of each term.

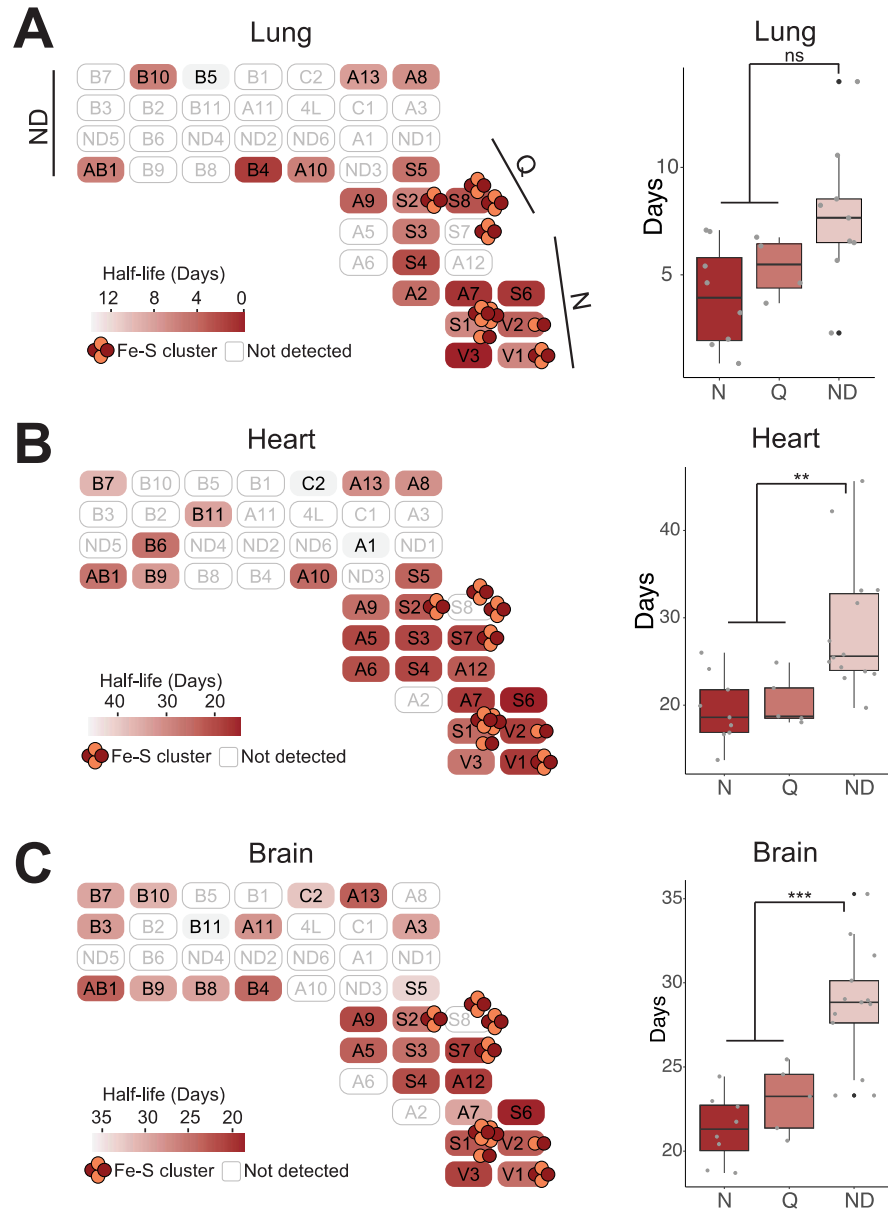

**Figure S4. Different modules in Complex I of the electron transport chain (ETC) have different turnover rates.**

**A, B, C)** Protein half-life in different subunits of ETC Complex I in normoxia in lung (A), heart (B) and brain (C). The box plots (right panels) show the half-life of proteins in the N-, Q- and ND-modules, where each dot represents the half-life of a subunit. The distributions of protein half-lives were compared between the subunits in the ND-module and those in the other two modules using the Kolmogorov-Smirnov test. \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

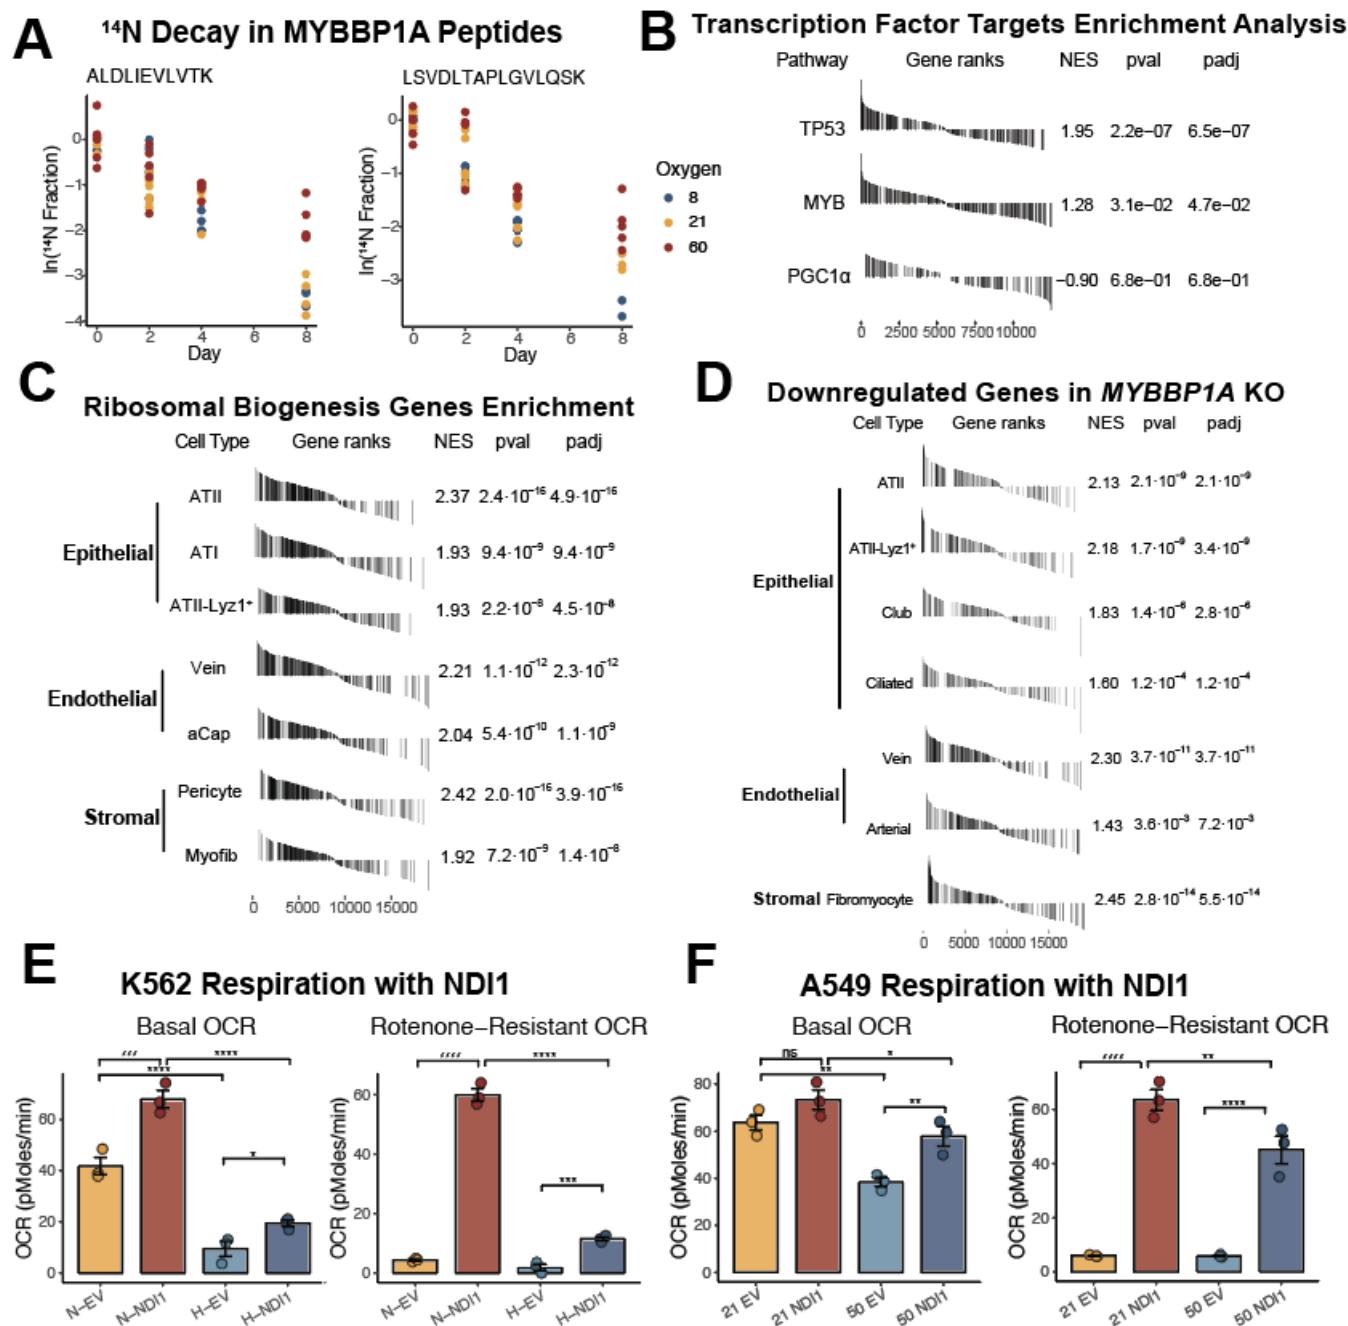

**Figure S5. Enrichment analysis of transcription factor targets in the hyperoxic lung and effects of NADH/NAD ratio on mitochondrial respiration.**

**A)** <sup>14</sup>N decay over time of 2 most abundance peptides of MYBBP1A in lung tissues. Each dot represents the abundance of each peptide in each subject.

**B)** Genes were ranked based on the fold changes in the QuantSeq dataset (from the most up-regulated to the most down-regulated in hyperoxia). The normalized enrichment scores (NES), and p values of the 3 transcription factor targets were calculated using the Gene Set Enrichment Analysis (GSEA) algorithm. The p values were adjusted using the Benjamini-Hochberg method.

**C,D)** Genes in each cell type were ranked based on the fold changes in the single-cell RNA seq data [45] (from the most up-regulated to the most down-regulated in hyperoxia). Ribosomal biogenesis genes (**C**) or the top 200 downregulated genes in MYBBP1A KO K562 cells (rank by Z-scores) (**D**) were analyzed using the GSEA algorithm in each lung cell type. The cell types with the most significant enrichment are shown.

**E, F)** Basal and rotenone-resistant mitochondrial oxygen consumption rate (OCR) in K562 with NDI1 or empty vector (EV) expression determined by Seahorse metabolic flux analysis after 4-day exposure in normoxia (N) or hyperoxia (H). Cells were sequentially injected with rotenone and antimycin to determine basal and rotenone-

resistant mitochondrial OCR. Each datapoint represents the average of 5 technical replicates. Mean +- SEM of biological triplicates is shown. Unpaired t-test, \*\*\*\*  $p < 0.0001$ , \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ .

## SUPPLEMENTAL TABLE LEGENDS

**Table S1** Long-lived proteins used for normalization.

**Table S2** Degradation rates ( $K_d$ ), half-lives and statistical analysis of the SILAM results in the 3 organs.

**Table S3** Pathway enrichment analysis for the proteins with significant changes in hypoxia or hyperoxia.

**Table S4** Protein complex analysis in lung tissues.

**Table S5** Genes co-essential with MYBBP1A in the DepMap database.

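The genes with the largest changes in lung were taken among those past both thresholds, with a mean log2 CPM of at least 3 and no overlap between the 7 normoxic and 6 hyperoxic libraries. Beside Cdkn1a, the largest increases were those of Eda2r, Procr, Wfdc3 and Spink5, with log2 fold changes of 4.56, 4.21, 4.10 and 3.84. Procr, the endothelial protein C receptor, went from 4.12 ± 1.76 CPM (SD, n = 7) to 77.5 ± 29.0 CPM (SD, n = 6). Eda2r and Wfdc3 were close to the detection limit in normoxia, at 0.974 ± 1.16 and 1.12 ± 0.794 CPM. Among the decreases, Lyz1 fell from 133 ± 53.5 to 9.97 ± 4.78 CPM, a log2 fold change of −3.72 (standard error 0.34, edgeR adjusted p = 2.6e-06), and Pon1, Tril and Gpt had log2 fold changes of −3.29, −3.12 and −2.97. Lyz1 has a close paralog, Lyz2, between which the counting could have split reads. Aplnr had at most 3 counts in every hyperoxic library and was at least 8.68-fold lower than in normoxia, where it stood at 14.0 ± 4.57 CPM. The copy of Table S6 used here holds 1999 of the 12496 genes that the paper's table lists, all with a positive log2 fold change and sorted by p, so that no decrease was compared with the paper's. For the 22 genes chosen by the rule for named genes that are in this part of it, no log2 fold change differed from the paper's by more than the spread between replicates. Both estimates come from the same libraries, so this spread is not the error of their difference and the comparison is not an independent check. Eda2r, at 4.56 here and 5.17 in the paper's table, stayed within it. The paper's reported log2 fold change of Cdkn1a is 4.89 and that of Mybbp1a 0.99.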

**Table S6** Differential RNA expression analysis in lung exposed to hyperoxia or normoxia.

**Table S7** Pathway enrichment analysis for differentially expressed genes in hyperoxic lung.

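Table S7 lists for each Gene Ontology term the genes of the Quant-seq comparison that belong to it. The paper's table gives 34 genes for ribosome biogenesis, and all 34 were higher in hyperoxia here at an adjusted p under 0.05, with log2 fold changes between 0.73 and 1.94, but 4 of them passed the log2 fold change of 1.5 as well. For rRNA processing the paper gives 28 genes, of which 4 passed both thresholds here and 28 the adjusted p. Extracellular matrix organization had 21 genes in the paper's table, of which 14 passed both thresholds, and regulation of angiogenesis 16, of which 12 did. Among the terms of the down-regulated genes, B cell activation had 11 genes, of which 6 passed both thresholds here and all 11 the adjusted p. Since the terms were found on these samples, no test was made on their genes.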

**Table S8** qPCR primers and antibodies used for cell isolation.

How the deposited data were processed for this re-analysis (not part of the article)

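The data are 13 Quant-seq libraries of mouse lung, 7 from normoxia (21% oxygen) and 6 from hyperoxia (80% oxygen), each after 5 days. Conditions and replicate numbers were taken from the sample labels and the paper's methods, which both give 7 and 6 samples. The authors pseudoaligned the reads with kallisto in the BioJupies pipeline and deposited a table of whole-number counts per gene symbol, with 1 column for each library and no filter on low counts. They also deposited normalized values, which the paper calls log CPM. These are log10 of CPM plus 1, with each library's total count as the divisor, since recomputing them from the counts gave the deposited log10 values to within 4.4e-16. The paper names the CPM method and limma for its own statistics, and does not name the build or annotation. All columns of both tables belong to the 13 samples, and 0 columns were left unmapped.

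Total counts per library ran from 1607111 to 4540288. At this depth a count of 3, taken as the floor, corresponds to 1.61 CPM in the shallowest hyperoxic library among the genes tested. The counts carry no molecular identifiers in the deposited tables, so floors cover counting error only. Genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 after TMM scaling and filterByExpr, which left 12496 genes. The thresholds were an adjusted p of 0.05 and, where stated, a log2 fold change of 1.5, as in the paper's methods. Standard errors were derived from the log2 fold change and the F statistic. The log2 CPM values use a prior count of 2. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over 29 lists, with fry, camera at the estimated correlation and an exact permutation test of the list's mean log2 CPM beside it. A list's value is the median log2 fold change of its tested genes, except for the exact test, whose value is the difference in mean log2 CPM. The medians within a letter set are another exception. They are medians over the genes of the difference in mean log2 CPM between the conditions, and can both lie below the median log2 fold change. In 2 lists, of alveolar macrophages and general capillary cells, 1 gene was at or under the floor in a whole group, and setting it to its bound left both medians as they were. Over-representation was tested with a two-sided Fisher's exact test against the other genes tested.

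The sample mapping, the thresholds, the gene lists, the design and most alternatives were fixed before the data were examined. The lists were written from general knowledge of each pathway or cell type, except the coessential genes, which were read from Table S5, and the ribosomal protein genes, which were taken by symbol. The genes named in the text are those the paper names in its MYBBP1A and Quant-seq sections, the 5 with the largest positive and the 5 with the largest negative log2 fold change among those past both thresholds, with a mean log2 CPM of at least 3 and no overlap between the groups, the 5 ribosome biogenesis and 5 p53 target genes with the smallest adjusted p, and the lung proteins whose turnover the paper discusses. Other genes are named as examples of a list or a library and were chosen after their values were seen.

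The alternatives were DESeq2 1.42.0, limma-voom with TMM, limma on the deposited log10 values rescaled to log2, library size alone, no filter, at least 10 counts in every library, the replicate number as a block, the letter set as a term, each of the 13 libraries left out in turn, a log2 fold change threshold of 1, a glmTreat test against 1.5, other tests of the lists, and the lists without genes that stand in Table S7. A correction for transcript length and GC content, limma-voom with library size only, and 3 other ways to call the genes of Table S7 or of a list were added after the data were seen. The length and GC correction took the median length and GC content of each gene's protein-coding transcripts from a GRCm38 annotation, found for 12170 of the 12496 genes and for all 141 ribosome biogenesis genes, and fitted a spline with 5 terms for each in every library. Coordinates are from the same annotation, matched by symbol.

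The fits were tested on simulated counts with 200 changed genes, drawn from the real means and library sizes with a dispersion of 0.05, which is below the 0.106 estimated from the libraries. Over 12352 genes the quasi-likelihood test recovered 100% of the changed genes, with 5.66% of its calls false, and the share of false calls of DESeq2 was 11.1%. This simulation was made in a second version, with changed genes of 10 to 200 CPM and as many higher as lower. In the first version, with changed genes of any higher abundance and random signs, settings without a composition scaling missed the limit of 12% false calls. In 10 draws of that version, over 12297 to 12353 genes, the share of false calls reached at most 7.01% with the quasi-likelihood test and 6.57% with limma-voom, but up to 52.7% with library size alone and 37.2% with limma on log CPM, with medians of 4.77% and 5.67%. A length trend put on the hyperoxic libraries made 4586 false calls among 12311 genes and 0 once it was removed.

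Table S6 was used only to compare single genes, since the copy at hand holds 1999 of its 12496 genes, all with a positive log2 fold change. The Cistrome target lists, the Gene Ontology terms and the single-cell data of the paper were not analysed here. No library was left out of any result given without qualification.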

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

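The gene lists, their camera, fry and permutation tests and the fits that left out 1 library were fixed before the data were examined. All other tests in this part were chosen after the pattern they bear on was seen. Of these, 1 test, on the genes higher without hyperoxia replicate 1, was written down before its own value was known. The spread within each group was examined for 140 results, namely the total counts, the mean correlation with the other libraries, the 29 lists and the named genes, each in 7 normoxic and 6 hyperoxic libraries. A sample was taken as far from the others when its gap to the nearest library, divided by the range of the group, was above Dixon's critical ratio at 95%. This was so for 23 results, where 1 in 20 by chance gives 7, and in 15 of the 23 the sample was hyperoxia replicate 1.

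Hyperoxia replicate 1 was the lowest hyperoxic library in its mean correlation with the other libraries (ratio 0.763). It was also the lowest in the mean log2 CPM of the ribosomal protein (0.718), PGC1α target (0.698), NRF2 target (0.710), HIF target (0.764), alveolar macrophage (0.660), monocyte and macrophage (0.700), alveolar type 1 (0.784), general capillary (0.700), club cell (0.763) and ciliated cell (0.651) lists and in Pon1 (0.741) and Ccng1 (0.712), and the highest in Wdr18 (0.690) and Aen (0.919). The first principal component of log2 CPM, with 44.2% of the variance, set this library apart from the other 12.

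The tables argue against several explanations for this library. Its total of 2029006 counts was above that of normoxia replicate 5, which had the fewest counts and still had a mean correlation of 0.904 with the other libraries, so low depth does not account for it. A normoxic sample under the wrong label is a second candidate explanation. Of the 14 lists that parted the other 5 hyperoxic libraries from normoxia, it lay on the hyperoxic side in 8, which leaves the question undecided, since many transcripts are lower in this library whatever the condition. Of the 223 genes higher past both thresholds in the fit without it, however, 58.3% lay above all normoxic libraries in it, where a normoxic library would give 12.5% by chance and the other hyperoxic libraries gave 91.9% to 98.2%. This argues against a normoxic sample, and says nothing about a smaller effect of the treatment in it.

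Another mix of cells in the piece of lung would move transcripts of the same compartment together. Over 13 mRNAs encoded by the mitochondrial genome, the SD of their log2 deviations from the other libraries of the group was 2.06 in hyperoxia replicate 1 and at most 1.64 in another library, which decided nothing, because mt-Nd4l was near 0 counts in most libraries. The test was then repeated, after this was seen, without that gene. Over the other 12 mRNAs the SD was 2.07 in hyperoxia replicate 1 and at most 0.495 in any other library. In it, mt-Nd3 stood at 17.7 CPM against a median of 1124 in the other hyperoxic libraries, mt-Atp6 at 87.9 against 2541 and mt-Co2 at 183 against 3293, whereas mt-Co1 stood at 1060 against 1217 and mt-Nd2 at 4345 against 3459. Likewise Sftpc stood at 32.7 CPM against 1785 and Sftpa1 at 3536 against 1895, although both are surfactant genes. These unequal changes argue against a mix of cells as the whole cause. Short transcripts were lower in this library, with a median log2 deviation of −0.76 for 440 genes under 600 nt and 0.08 for 2312 genes of 4000 nt or more. Removing the length and GC trends left its mean correlation with the others at 0.783, below that of every other library, which argues against length and GC as the whole cause. A loss of particular transcripts when this library was made, and a biological difference of this animal, remain open, and no biological explanation was tested.

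The other 8 results are about as many as chance gives. They were the total counts of normoxia replicate 5 (0.612), the erythroid list in normoxia replicate 6, the lowest of its group (0.706), and in hyperoxia replicate 2, the highest (0.785), Pon1 in normoxia replicate 7 (0.754), Spink5 in normoxia replicate 2 (0.709), Tril in hyperoxia replicate 3 (0.812), Myb in hyperoxia replicate 5 (0.673) and Nop58 in hyperoxia replicate 3 (0.645). Without hyperoxia replicate 2 the median log2 fold change of the erythroid list went from −1.14 to −2.47, so that library decides its size.

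Among the transcription factors whose targets the paper does not discuss, the lists of 2 rose in hyperoxia. The targets of ATF4, a transcription factor of the integrated stress response, had a median log2 fold change of 1.05, with 25 of 27 genes above 0, 19 higher and none lower at an adjusted p under 0.05 (20 and none adjusted over the list alone), and 6 of 6 hyperoxic libraries above every normoxic library (exact permutation test, p = 0.000583). Among them were Mthfd2 (log2 fold change 3.16), Psat1 (2.76), Trib3 (2.75) and several aminoacyl-tRNA synthetases. The median stayed between 1.06 and 1.19 over the fits that each left out 1 library and between 0.92 and 1.13 over the other alternatives, and was 1.04 without the 5 genes that stand in Table S7. The median difference in mean log2 CPM was 0.75 within the libraries named B to M and 1.23 within those named O to S. The targets of NRF2, a transcription factor of the response to oxidants, had a median log2 fold change of 0.59, with 9 of 26 genes higher and none lower, among them Srxn1 (2.47), Gclc (2.11) and Txnrd1 (1.84). This list passed with camera (adjusted p = 1.0e-06) and fry (adjusted p = 3.9e-04), but not with camera at the estimated correlation (adjusted p = 0.0669) or in the exact permutation test (adjusted p = 0.0516). In it 5 of 6 hyperoxic libraries were above every normoxic library, hyperoxia replicate 1 was below all of them, and without it the median was 0.68. The median difference in mean log2 CPM was 0.24 within the libraries named B to M, which include hyperoxia replicate 1, and 0.85 within those named O to S. The single genes of both lists were named after their values were seen. No cause of these changes was tested, and an activation of both responses by oxygen stays a hypothesis.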

How the results depend on the processing

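Of the tests behind the alternatives, those of the length and GC correction, of limma-voom with library size only, and of genes called by the adjusted p alone, by the 500 smallest p or by a fold change of 1.5 in Table S7 were chosen only after the data were seen, save that the adjusted p alone for Table S7 was set earlier. Where a result changed, the cause was not tested, except that stricter filters and tests leave fewer genes by construction. Over the 29 lists, 781 comparisons with the values as reported left 686 on the same side, 20 weaker, 9 stronger and 66 reversed. Over the single genes, 5 comparisons were stronger (Myb and Wdr18) and 8 reversed. The ribosome biogenesis, p53 target, ATF4 target, B cell, alveolar type 2, general capillary and chaperonin lists, Mybbp1a and Cdkn1a kept their direction and their side of the threshold under every alternative run. The median of the ribosome biogenesis list was between 0.48 and 0.69, and the log2 fold change of Mybbp1a between 0.89 and 1.15.

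The counts of genes moved with the threshold and the filter. The 194 higher and 294 lower genes became 492 and 681 at a log2 fold change of 1, 32 and 17 with glmTreat against 1.5, and 107 and 85 with at least 10 counts in every library. With limma on the deposited log CPM values 121 were higher. Leaving out each library in turn gave 193 to 223 higher, 254 to 347 lower and 2305 to 3633 genes past the adjusted p, the last without hyperoxia replicate 1.

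The replicate numbers do not pair the samples. The correlations of same-numbered libraries were between −0.325 and 0.272, and 1 of the 6 pairs was above 0.1. With the replicate block, on pairs 1 to 6, 1291 genes passed the adjusted p in place of 2819. Under it the ribosomal protein (−0.049), HIF target (−0.096) and alveolar type 1 (−0.11) medians and Pop5 (−0.0082) changed sign.

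The odds ratio of ribosome biogenesis genes among the higher genes, 2.37, depended on the setting. It was 0.728 with limma on the deposited log CPM values, 3.03 without a filter (Fisher's exact test, p = 0.0178), and from 1.64 to 3.56 over the 13 fits that each left out 1 library, with the lowest value without hyperoxia replicate 1 and the highest, with p = 0.00288 by Fisher's exact test, without hyperoxia replicate 2. It was 7.69 with the adjusted p alone and 7.78 with the 500 higher genes of smallest p. Of the 34 genes in the ribosome biogenesis term of Table S7, all 34 passed with the adjusted p alone. All 34 also passed with a fold change of 1.5 in place of a log2 fold change of 1.5.

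Some lists passed at the preset correlation and with fry but not at the estimated correlation, which leaves their median as it is, namely the coessential genes (0.30), the targets of PGC1α (0.30) and NRF2 (0.59), and the proliferation (−0.53), T cell (−1.27), alveolar macrophage (−0.89), club cell (−1.16), ciliated cell (−0.90), erythroid (−1.14) and cardiac muscle (−1.92) lists. In the exact permutation test, the differences in mean log2 CPM of the coessential (0.26), PGC1α (0.14) and NRF2 (0.55) lists did not pass either, while those of the other lists just named did. The RNA polymerase I list passed with fry (0.34) and without a filter (0.29), ranged from 0.22 to 0.39 over the fits without 1 library, and passed in those without hyperoxia replicate 3 (0.33) and without hyperoxia replicate 5 (0.33). The aerocyte and fibroblast lists passed with fry (−0.38 and −0.26) and in the exact test (−0.49 and −0.58). Without the genes of Table S7, the extracellular matrix list did not pass (0.12), but this setting takes out genes picked because they changed in these samples. The erythroid list did not pass with DESeq2 (−1.11), at least 10 counts (−1.30) or the letter set (−1.15), and the proliferation list with at least 10 counts (−0.58).

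Lists with a median near 0 changed sign easily. The ribosomal protein list, at 0.12, was −0.14 with limma on the deposited log CPM values, −0.041 with limma-voom, −0.12 with limma-voom and library size only, −0.053 in the exact test, and 0.040 to 0.19 without 1 library, passing only without hyperoxia replicate 1 (0.19, camera adjusted p = 0.0142). The HIF target list was −0.019 with limma-voom, −0.12 with limma on the deposited log CPM values, −0.085 with library size alone, −0.089 with at least 10 counts, −0.010 with the letter set, −0.096 with limma-voom and library size only, −0.100 without the genes of Table S7, and −0.092 to 0.072 without 1 library. The alveolar type 1 list was −0.093, −0.20, −0.044, −0.034 and −0.17 with limma-voom, limma on the deposited log CPM values, library size alone, at least 10 counts, and limma-voom with library size only, −0.072 in the exact test, and −0.039 to 0.15 without 1 library. The monocyte and macrophage list was 0.23 with limma-voom, 0.12 with library size only beside it, 0.090 without a filter, 0.13 with at least 10 counts, 0.12 with the letter set, 0.0046 with the length and GC correction, and −0.15 to 0.23 without 1 library. The complex 1 list was 0.016 without a filter, 0.11 with at least 10 counts, 0.031 with the letter set, 0.083 with the length and GC correction, and −0.072 to 0.21 without 1 library. The neutrophil list was 0.20 without a filter and −0.39 to 0.12 without 1 library, and the MYB target list −0.23 to 0.017.

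With at least 10 counts in every library, the alveolar macrophage list, which passed at −0.89, was 0.21, as the filter removes genes that fell. Without 1 library it was −1.15 to −0.70, not passing without hyperoxia replicate 1 (−0.73), and the proliferation list −0.58 to −0.40, not passing without hyperoxia replicate 6 (−0.45). Pop5 was −0.11 with limma on the deposited log CPM values, −0.059 with limma-voom and library size only, and −0.078 to 0.21 without 1 library, Lama5 −0.20 and −0.045 under the first 2 of these, and Snd1 −0.31 to 0.020 without 1 library. With at least 10 counts no value was had for Aplnr, Gpt, Pon1, Tril, Eda2r, Procr, Wfdc3, Myb and Lama5 or for the T cell and cardiac muscle lists, since counts under 10 in at least 1 library remove these genes and leave fewer than 2 members of either list.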

Differences from the paper's values

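Of the tests in this part, the fold change of 1.5 and the odds ratios by the adjusted p alone and by the 500 smallest p were chosen only after the values were seen. The paper's Table S7 gives 34 up-regulated genes for ribosome biogenesis. Its methods state an FDR under 0.05 and a log2 fold change above 1.5, and 4 of these 34 passed both thresholds here. For rRNA processing the paper gives 28 genes, of which 4 passed. Of the alternatives set before the data were examined, the adjusted p alone gave 34 and 28. A fold change above 1.5, in place of a log2 fold change above 1.5, also gave 34 for ribosome biogenesis, a setting chosen after the values were seen. Only genes already in the paper's terms were counted, so 34 and 28 are the most that any setting can give. These counts therefore cannot tell these looser cuts apart. Over the up-regulated terms compared here, the last gene stood at row 495 of the paper's Table S6, which is sorted by p. The highest adjusted p of these genes there was 0.0030 (limma), so none came near 0.05. In the paper's own Table S6 the 34 genes have log2 fold changes between 0.71 and 1.93, and 3 of them are above 1.5. Of the 28 rRNA processing genes, 2 pass both thresholds there. The stated pair of thresholds therefore did not select these genes, and which cut did stays open.

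The paper describes the up-regulated genes as enriched in ribosome processing and rRNA biogenesis. With the list used here and the thresholds stated in the paper's methods, the odds ratio was 2.37 (two-sided Fisher's exact test, p = 0.0687). Most genes of the paper's own term do not pass these thresholds. The settings under which it passed were no filter (3.03), the adjusted p alone (7.69) and the 500 higher genes of smallest p (7.78), the last pair chosen after the values were seen, and 6 of the 13 fits that left out 1 library, with up to 3.56.

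The paper states that the targets of PGC1α did not change significantly. The list used here, which is not the paper's, had a median log2 fold change of 0.30 and passed with camera (adjusted p = 0.0106) and fry (adjusted p = 0.0293), and did not pass with camera at the estimated correlation (adjusted p = 0.347) or in the exact permutation test (adjusted p = 0.551).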

Other observations

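The gene lists, their camera and permutation tests and the fits that left out 1 library were fixed before the data were examined. Other tests in this part set a pattern against an explanation. Of these, the tests of proliferation, scaling, the number of lower B cell genes, the splits of the samples and the reads of Spns2 were written before their results were seen. The rest were written only after. The counts of genes were compared with those of 100 splits of the 13 libraries into 7 and 6, the real one included. The number of genes past the adjusted p, 2819, was reached by 1 of the 100 splits, the real one, and the highest of the others was 135. The same held for the 194 higher genes (1 of 100, highest other 44) and the 294 lower genes (1 of 100, highest other 10).

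The rise of the ribosome biogenesis list was set against other explanations. More proliferating cells do not account for it, since the proliferation list fell, with a median log2 fold change of −0.53 and 2 of 21 genes above 0 (camera adjusted p = 0.0250, not passed at the estimated correlation). A scaling shift would move all genes alike, and the median of the list was above that of all genes by 0.64 or more under 5 scalings. Removing the length and GC trends left the median at 0.61. It was 0.55 in the letter set in which it was smaller, and at least 0.57 over the 13 fits that each left out 1 library. A loss of other cells that leaves the remaining transcripts enriched stays open. The highest median among the 14 lists of cell types was 0.023, but its genes go both ways, and 9 of the 14 lists fell. A rise within cells of the hyperoxic lung is a hypothesis that bulk RNA does not settle. The RNA polymerase I list, with a median of 0.34, did not pass with camera (adjusted p = 0.0606), nor did the ribosomal protein list, at 0.12 (adjusted p = 0.205), which hyperoxia replicate 1 lowers.

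For Mybbp1a, reads of the antisense gene Spns2 do not account for the rise of 97.1 CPM, since Spns2 changed by −5.51 CPM. With the length and GC trends removed its log2 fold change was 1.03.

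Many lists of cell types fell in hyperoxia, 9 of 14 at a camera adjusted p under 0.05 and none rose. The B cell list had the lowest median log2 fold change with all libraries, at −2.01, next to −1.92 for the cardiac muscle list. In mean log2 CPM the cardiac muscle list fell further, by −2.52 against −1.96 for the B cell list. Of the B cell genes, 11 of 11 tested were lower, 10 of them at an adjusted p under 0.05. In this list 6 of 6 hyperoxic libraries were below every normoxic library (exact permutation test, p = 0.000583). Ighm, the most abundant of them, stood at 108 CPM in normoxia. The number of lower genes cannot tell fewer B cells from lower transcripts per B cell, because it counts the genes that make up the pattern. In addition, 4 genes of the list stand in Table S7. The T cell list was at −1.27, the alveolar type 2 list at −1.71 with 12 of 12 genes below 0, the general capillary list at −1.05, the club cell list at −1.16, the ciliated cell list at −0.90 and the alveolar macrophage list at −0.89. The aerocyte (−0.38), fibroblast (−0.26), neutrophil (−0.084), monocyte and macrophage (−0.0044) and alveolar type 1 (0.023) lists did not pass with camera. An equal loss of the cells of a type would lower its genes alike. Among the genes with a mean of at least 10 counts in both groups, the changes differed by more than their standard errors, with and without hyperoxia replicate 1, in the general capillary (Cochran's Q per degree of freedom 39.6), alveolar type 2 (12.1), alveolar macrophage (7.41), club cell (5.05), ciliated cell (3.13) and B cell (3.03) lists, from −2.65 to 2.20 in the first of these. This argues against an equal loss as the whole cause of these falls. A loss of part of the cells, with some genes also made by other cells or changed within the cells, stays open. The erythroid (1.56) and cardiac muscle (1.47) lists leave an equal loss open as well, and the T cell list had too few such genes for the test.

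The erythroid list (−1.14) and the cardiac muscle list (−1.92) also fell. All 8 cardiac muscle genes tested were highest in hyperoxia replicate 6 among the hyperoxic libraries, as with Tnnt2 at 73.0 CPM there and at most 16.2 CPM in the others. More heart or pulmonary vein muscle in that sample and higher transcripts in the same amount of muscle cannot be told apart, because this test too counts the genes that make up the pattern. Without that library the median was −3.47, so the size of the fall rests on it, and the amount of such muscle in each piece of lung remains open as the reason for the fall itself.

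The paper measured protein turnover in hyperoxia at a lower oxygen level and over a longer exposure than the 80% and 5 days of these mRNAs. The values below are therefore not matched to its turnover rates. Of the lung proteins whose turnover the paper discusses, Tcp1 mRNA rose, with a log2 fold change of 0.70 (edgeR adjusted p = 5.7e-04). Of the 7 chaperonin subunit genes tested, 5 were higher at an adjusted p under 0.05, with a median over the 7 of 0.70 (SD between genes 0.15, camera adjusted p = 0.00141). Col1a1 (0.45), Col1a2 (0.12), Col6a1 (0.30), Lama5 (0.44) and Lamb2 (−0.47) did not pass. The extracellular matrix list rose, with a median of 0.62 (camera adjusted p = 3.9e-12) and 18 genes higher and 1 lower, but 13 of its genes stand in Table S7 and without them the median was 0.12. Those 13 were picked by the paper because they changed in these samples, so the lower median does not decide whether the list rose. The complex 1 subunit list was at −0.011, with 8 genes higher and none lower at an adjusted p under 0.05, and at −0.55 in the libraries named B to M and 0.53 in those named O to S. Without hyperoxia replicate 1 it was 0.21 (camera adjusted p = 0.0507). Hif1a mRNA rose by 1.73 (edgeR adjusted p = 2.2e-06), while the HIF target list was at 0.0035. That median lies near 0 over genes that went both ways, with 6 higher and 4 lower at an adjusted p under 0.05. Notch2 (−0.38), Snd1 (−0.15) and Hprt (0.41) did not pass. The sex-linked list, at −0.11, did not differ between the groups.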
